# Multi-Omics and Genome-Scale Modeling Reveal a Metabolic Shift During *C. elegans* Aging

**DOI:** 10.3389/fmolb.2019.00002

**Published:** 2019-02-06

**Authors:** Janna Hastings, Abraham Mains, Bhupinder Virk, Nicolas Rodriguez, Sharlene Murdoch, Juliette Pearce, Sven Bergmann, Nicolas Le Novère, Olivia Casanueva

**Keywords:** metabolomics, flux balance analysis, aging, systems biology, multi-omics, whole genome model, *C. elegans*

## Abstract

In this contribution, we describe a multi-omics systems biology study of the metabolic changes that occur during aging in *Caenorhabditis elegans*. Sampling several time points from young adulthood until early old age, our study covers the full duration of aging and include transcriptomics, and targeted MS-based metabolomics. In order to focus on the metabolic changes due to age we used two strains that are metabolically close to wild-type, yet are conditionally non-reproductive. Using these data in combination with a whole-genome model of the metabolism of *C. elegans* and mathematical modeling, we predicted metabolic fluxes during early aging. We find that standard Flux Balance Analysis does not accurately predict *in vivo* measured fluxes nor age-related changes associated with the Citric Acid cycle. We present a novel Flux Balance Analysis method where we combined biomass production and targeted metabolomics information to generate an objective function that is more suitable for aging studies. We validated this approach with a detailed case study of the age-associated changes in the Citric Acid cycle. Our approach provides a comprehensive time-resolved multi-omics and modeling resource for studying the metabolic changes during normal aging in *C. elegans*.

## Introduction

The nematode *C. elegans* is widely used as a model organism to interrogate the molecular mechanisms of aging (Guarente and Kenyon, 2000). Many genes and interventions that prolong life, collectively called longevity pathways, are conserved across species, and cause global remodeling of metabolic pathways (López-Otín et al., 2016). To fully understand what makes a certain type of metabolism healthy, it is crucial to understand how it compares to metabolic changes that occur during the normal course of aging. Morphological changes evident in post-reproductive wild-type *C. elegans* point toward the loss of key metabolic capabilities during normal aging. For example, the intestine, which is the main metabolic organ in worms, undergoes atrophy with age (Ezcurra et al., 2018). Another key metabolic change is that mitochondria become fragmented and lose volume (Yasuda et al., 2006; Regmi et al., 2014) with a concurrent loss of electron chain oxygen consumption and ATP production (Braeckman et al., 2002; Houthoofd et al., 2005). Mitochondrial damage is also a hallmark of human aging (Chaudhari and Kipreos, 2018) and can be delayed using interventions that prolong life (Houthoofd et al., 2005; Brys et al., 2010). Various age-related pathologies can be observed in worms after the time of sperm depletion and are fully evident prior to median lifespan (Ezcurra et al., 2018). Consistently with these observations, functional assays have identified several metabolites that are able to delay aging in worms, e.g., oxaloacetate (Williams et al., 2009), alpha-ketoglutarate (Chin et al., 2014), and N-acylethanolamine (Lucanic et al., 2011).

Omics techniques can provide a global overview and aid in the elucidation of the causes underlying early decay. For example, metabolic changes that characterize wild type and long-lived *C. elegans* strains have been previously studied by metabolomics alone (Fuchs et al., 2010; Pontoizeau et al., 2014) as well as multi-omics approaches including metabolomics as one layer (Copes et al., 2015; Davies et al., 2015; Gao et al., 2017a,b; Wan et al., 2017). However, one common problem with omics applied to aging samples is that *C. elegans* is a hermaphroditic species and contamination of aging populations with progeny introduces a confounder. The use of 5′-fluoro-2′-deoxyuridine (FUDR) can circumvent this problem because it decreases progeny production by reducing germ cell division, however this treatment has been shown to directly influence metabolism (Davies et al., 2012; García-González et al., 2017; Scott et al., 2017). As a consequence, the early stages of the aging process are either under-sampled or have been subjected to a chemical intervention, clouding our view of the normal aging process. It is key to circumvent these technical problems because a better understanding of the mechanisms that explain early age-related decline can potentially lead to the development of interventions targeting the delay of aging and prevention of age-associated disease in humans.

Recent advances in modeling approaches enable the use of -omics datasets in conjunction with genome-scale metabolic models (GSMM) for *in silico* predictive studies. GSMMs are mathematical representations of all known metabolic reactions in an organism. Three such models have been recently published for *C. elegans* (Gebauer et al., 2016; Yilmaz and Walhout, 2016; Ma et al., 2017) and a community-driven approach has reconciled and extended these into a consensus model (Hastings et al., 2017; Witting et al., 2018). Whole-genome metabolic models can be used to predict intracellular turnover rates (fluxes) for metabolic reactions using for instance Flux Balance Analysis (FBA), a mathematical method that uses the stoichiometry of every reaction in a whole system to derive a steady state solution by optimizing an objective function, usually growth (Orth et al., 2010). To reduce the space of possible solutions, it is necessary to add constraints based on experimental data. Enzyme expression levels, provided by proteomics or transcriptomics data, are usually used as a proxy for the expected flux through any reaction catalyzed by that enzyme. Because FBA calculates the flow of metabolites throughout the global network, it allows the elucidation of how changes in one component of the model affect other pathways and phenotypes (such as growth rate or the rate of production of a certain metabolite), and in this way it can provide valuable mechanistic insights (Orth et al., 2010).

In this study we have used two infertile but normal-lived strains grown in the absence of FUDR, to conduct temporally resolved multi-omics studies, including transcriptomics, and targeted MS-based metabolomics. We characterize the changes over the course of aging in about 100 metabolites to find 44 that change significantly with age. Among these, more than half of them have already been characterized as longevity modulators. The data shows metabolic shifts during the course of aging, with a prominent decrease in the levels of aminoacids while their polyamine derivatives increase. In addition, metabolites involved in the TCA cycle become imbalanced before worms reach middle age. We harnessed this data using FBA during the course of normal aging before midlife. When looking at central carbon metabolism, we noticed that the model constrained by transcriptomics was unable to accurately match previous *in vivo* measured fluxes. While ordinarily, the objective function for FBA is linked to growth, for aging post-mitotic multicellular organisms, growth can no longer be assumed to be the appropriate objective. Thus, we create an objective function that qualitatively incorporates *in vivo* measured metabolomics information by instructing the model that if a metabolite level changes significantly between two time points, the associated reactions should either produce or consume that metabolite. We find that when using the TCA cycle as a case study, the usage of multi-omics data with FBA provides more accurate predictions than standard FBA, indicating that the new objective function is better suited for FBA studies in post-developmental worms. This optimized method correctly predicts that the most decreased fluxes within the TCA metabolic shift are through oxaloacetate, in line with experiments that show that it becomes the most limiting TCA-related metabolite in old animals. The model also provides a mechanistic explanation that links the decreased production of glutamate to a malfunctioning TCA cycle. In summary, we present a valuable multi-omics resource that can be used as a baseline for other early aging studies as well as an improved systems biology tool that provides a closer representation to the *in vivo* metabolism of normal lived animals.

## Materials and Methods

Additional methods can be found in Supplementary Material.

### Strains

List of strains used in this study:

GR1395 *mgIs49*[mlt-10p::GFP-pest; ttx-1p::GFP] IV
MOC001 GR1395 outcrossed to N2, 7 times
EJ1171 *gon-2(q388)*; *gem-1(bc364)*
JK816 *fem-3(q20)* IV
MOC91 *gon-2(q388); gem-1(bc364); mgIs49*[mlt-10p::GFP-pest; ttx-1p::GFP] IV

GR1395 was obtained from A. Frand's lab (Frand et al., 2005). The mlt-10p::GFP molting reporter was used to identify the exact molting times and ensure developmental timing did not differ between strains. EJ1171 was a kind gift from Eric Lambie's lab (Kemp et al., 2009); stocks were grown at 16°C in Mg^2+^ containing plates and thawed regularly. Before using them for experiments they were passed for 2 generations at 16°C in regular media without Mg^2+^. Conditional sterility was obtained by growing L1 larvae to adulthood at restrictive temperature (25°C). At 25°C the penetrance of gonadogenesis failure in *gon-2(q388)*; *gem-1(bc364)* is <100%, whereas for *fem-3(q20)* the penetrance is complete.

### Worm Maintenance and Sample Information

Worms were maintained at 16°C on NGM with OP50 *E. coli*. Synchronized experimental populations were prepared by washing gravid adults and eggs from plates and bleaching in a freshly prepared solution of 1% sodium hypochlorite and 1 M potassium hydroxide. Eggs were allowed to hatch overnight at 25°C in M9 solution (22 mM KH2P04; 42 mM Na2HP04; 86 mM NacL; 1 mM MgSo4) to ensure all animals arrested at the L1 stage. This produced a tightly synchronized population which was confirmed by mlt-10p::GFP fluorescence. Experimental populations were placed at 25°C on HT115 *E. coli* containing the empty vector plasmid L4440 on standard NGM plates containing 50 μg/ml Carbenicillin, 1 mM IPTG, and 10 μg/ml Nystatin until harvesting. For the *gon-2(q388); gem-1(bc364);* strain, samples were inspected before harvesting and visibly fertile worms were picked off. Plates with large numbers of visibly fertile worms were discarded. (Note that under high magnification a degenerate gonad could be seen in a subset of *gon-2(q388); gem-1(bc364);* animals at 117 h (D4) and were not discarded). Samples were harvested at the following hours post-feeding of arrested L1:

- Day 1: Hours 41 and 49 post feeding (3 replicates per strain per time point)
- Day 2: Hours 65 and 73 post feeding (3 replicates per strain per time point)
- Day 3: Hours 89 and 97 post feeding (3 replicates per strain per time point)
- Day 4: 117 h post feeding (3 replicates per strain)
- Day 5: 137 h post feeding (2 replicates per strain)
- Day 10: 257 h post feeding (2 replicates per strain).

### RNA-Sequencing

Samples of at least 1,000 worms were prepared as described in Supplementary Methods “RNA-Sequencing Library Preparation.” For PCR library enrichment, 13 cycles of amplification were performed. Library quality was assessed on a Bioanalyzer High Sensitivity DNA Chip (Agilent 5,067–4,626) and concentration was determined using KAPA Library Quantification Kit (KK4824). Libraries were sequenced on an Illumina HiSeq 2,500 system by the Babraham Sequencing Facility.

### RNA-Seq Data Analysis

RNA-Sequencing data was prepared and normalized as described in Supplementary Methods “RNA-Seq data preparation and normalization” and Figure S1. Briefly, raw reads were trimmed and mapped to the *C. elegans* WBCel235 genome assembly using HISAT2 (Liu et al., 2017). All libraries were mapped as non-directional single-end. Only exactly overlapping reads were assigned to a gene and transcript-isoforms were merged. Raw counts were generated using Seqmonk (Babraham Bioinformatics, http://www.bioinformatics.babraham.ac.uk/projects/seqmonk/) and all subsequent analysis was performed in R (http://www.R-project.org). The DESeq2 package (Love et al., 2014) was used to generate normalized counts.

### Metabolomics Assay

Targeted metabolomics using Mass Spectrometry was performed by the Northwestern Metabolomics Research Center (https://depts.washington.edu/mmcslu/resources/current-research/metabolomics/) from a batch containing ~2,000 worms per replicate. Worms were washed several times with M9 and snap frozen in water. Samples were homogenized with a bullet blender in 0.1x PBS at 4°C, protein precipitated with methanol, sonication, and centrifugation. The supernatant was removed and dried in a vacufuge (Speedvac) at 30°C. All samples were processed in parallel to avoid batch effects.

Targeted LC-MS/MS metabolomics targeting a list of 210 metabolites was performed on a system consisting of Shimadzu Nexera XR LC-20AD pumps coupled to a Sciex 6,500+ triple quadrupole spectrometer operating in MRM detection mode through the Sciex Analyst 1.6.3 software. The system includes a dual column setup with dedicated columns for positive ionization mode and negative ionization mode. The results for each sample are therefore the result of two injections. Metabolite concentrations were quantified using Multiquant 3.0 software in relative manner. The samples were separated on a Waters Xbridge BEH amide column (2.5 um, 130 angstroms, 2.1 x 150 mm) operated in a HILIC regime at 40 C. Solvent A consisted of 95% water, 3% acetonitrile, 2% methanol, 0.2% Acetic Acid (v/v/v/v) 10 mM ammonium acetate, pH ~4.2. Solvent B consisted of 93% acetonitrile, 5% water, 2% methanol, 0.2% acetic acid, and 10 mM ammonium acetate. Organic solvents and acetic acid were Optima grade from Fisher Scientific USA, ammonium acetate was from Sigma Aldrich. 18.2 MOhm water was from a Synergy UV system by Millipore. Gradient at 0.300 mL/min was as follows: 0–3 min 95% B, 3–8 min 95–50% B, 8–12 min 50% B, 12–13 min 50–95% B 13–18.1 min 95% B. During the injection on columns of opposite polarity solvent continued at 95% B giving each column ~23 min of equilibration time. Samples were normalized to total protein content quantified by Bradford assay.

### Metabolomics Data Analysis

Metabolomics data analysis was performed using R (http://www.R-project.org). As is typical in this type of metabolomics data, there were several missing values in the dataset. We removed metabolites that had more than 10% such missing values across all samples, leaving 105 metabolites. For the remainder of the missing values, we interpolated them by replacing missing values with the row (metabolite) mean (across all samples) so as not to affect downstream analyses. This is a standard practice in metabolomics analyses. The dataset was then transformed using the inverse hyperbolic sine, which is linear for small *x* while asymptotically approaching log(2*x*). In particular, zero values are mapped to zero and all other values are mapped to positive values (which is not true for log-transformation). The data were further normalized by mean-centering and scaling so that every metabolite had a mean of 0 and a standard deviation of 1, rendering the values comparable. The normalized dataset can be found in Supplementary Table 4. Initial investigation of the dataset indicated that one sample was an outlier needing to be removed as it was separated from the remainder of the dataset in the unsupervised PCA, and moreover had a high within-sample coefficient of variation.

### Analysis of Variability Drivers–PCA, Distances, Correlations

Principal component analysis (PCA) was conducted for both the transcriptomics and the metabolomics datasets using the “prcomp” package in R and the samples were visualized as distributed in the first two principal components. Sample to sample correlations were calculated and plotted using the “corrplot” package in R. Sample to sample distances were calculated using 1-cor(*x*,*y*) for each pair of samples *x* and *y*. The density plot of sample to sample distances was plotted by categorizing the pairs (*x*,*y*) of samples according to whether they were replicates or had the same age (but different strains) or had the same strain (but different ages).

### Data Availability

The RNA-Sequencing dataset is available from the Gene Expression Omnibus (GEO) database with accession GSE124994 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgiacc=GSE124994). The metabolomics dataset is available as a Supplementary File (see Supplementary Materials for details).

### Determination of Age-Associated Metabolites

To determine which metabolites were significantly changing with age in our metabolomics dataset, partial least squares discriminant analysis (PLS-DA), as implemented in the R package “ropls” (Thévenot et al., 2015), was used with normalized metabolite abundances, with the sample time in hours as the variable. PLS-DA is a latent variable regression method based on covariance between the predictors and the response, has been shown to efficiently handle datasets with multi-collinear predictors, as in the case of spectrometry measurements (Wold et al., 2001). PLS-DA is a linear regression-based method, thus non-linear effects with respect to aging will be overlooked. The Variable Importance in Projection (VIP), reflects both the loading weights for each component and the variability of the response explained by this component and can be used for feature selection (Pinto et al., 2012). The heat map of age-associated metabolites was plotted using the R function “heatmap.2.”

### Flux Balance Analysis (FBA) Pipeline

We used the WormJam *C. elegans* whole-genome metabolic reconstruction, version dated 25-01-2018. This model includes 3,301 reactions and 2,393 metabolites (1,334 unique metabolites after discarding duplication of metabolites across compartments). The CobraPy library in Python (Ebrahim et al., 2013) was used to run FBA and as a basis for the implementation of FBA-associated methods, including integration of transcriptomics and metabolomics data. All sources of input (uptake) were constrained to zero except oxygen (maximum of 100 units allowed uptake), bacterial input as food source (maximum of 10 units allowed uptake) and trace minerals and ions (Ca^2+^, Cu^2+^, K^+^, Mg^2+^, Mn^2+^, Na^+^, Zn^2+^; arbitrary allowed uptake). The biomass reaction used as the default objective function included glycans, phospholipids, collagens, DNA, RNA, free fatty acids, glycogens, proteins, triacylglycerols, and trehalose. FBA was executed using COBRApy's parsimonious FBA method “cobra.flux_analysis.pfba.”

### Integration of Transcriptomics Data With FBA

The transcriptomics data were first log-transformed and then means were obtained for biological replicates in order to have a single expression value per time point and strain. These were integrated with the model using a two-step approach. First, a context-specific model was built by removing reactions mediated by genes whose expression was below a threshold (Akesson et al., 2004). Then for the remaining reactions, the E-flux approach (Colijn et al., 2009) was used, in which reaction upper (and lower if the reaction is reversible) bounds are set in proportion to the expression level. Where multiple genes were annotated to a reaction using OR-logic (i.e., any of the genes may catalyze the same reaction), their expression levels were added together to obtain the reaction constraint. For complexes, where multiple genes are annotated to the reaction using AND-logic (i.e., all of the genes are needed to catalyze the reaction), the minimum of their expression levels was used to obtain the reaction constraint. In total, 2,178 reactions in the model were constrained by transcriptomics information. The bulk of the remaining reactions had no annotated genes; only seven reactions had genes annotated that were absent in the transcriptomics dataset.

### Integration of Metabolomics Data With FBA

There is no direct correspondence between metabolite levels and fluxes in FBA. Previous approaches to integrate metabolomics data with FBA include: (1) requiring that detected metabolites are produced in non-zero quantities by the model (e.g., GIM3E, Schmidt et al., 2013), (2) calculating a rate of change for a metabolite from a time series or between two time points, and requiring the production of the metabolite by the model to correspond to the rate of change [e.g., TREM-flux, Kleessen et al., 2015, and (3) “unsteady state” FBA, Bordbar et al., 2017]. Our approach is similar to those mentioned in (2) in that we require a time series of metabolomics measurements, but in contrast to those approaches we do not use the metabolomics values to *constrain* the model, but rather to alter the *objective*. We chose this approach because our first experiments using FBA on this dataset showed that using a constraints-based metabolomics data integration approach would lead to the model not being able to grow at some of our time points, as incompatible constraints are generated (Figure S9B). While ordinarily, the objective function for FBA is linked to growth, for multicellular organisms, growth can no longer be assumed to be the sole cellular objective and other phenotypically appropriate proxies are needed. We consider that, from a cellular perspective, if a metabolite level has increased between two time points, then this implies that within that timeframe the sum of fluxes through all reactions producing that metabolite (i.e., its supply) must have exceeded the sum of the fluxes through all reactions consuming it (i.e., its demand). Conversely, if the metabolite level decreased, then within that timeframe, the demand must have exceeded the supply (further described in the text and in **Figure 6**). Accordingly, we added the net-production or net-consumption of changed metabolites as an *additional* objective function alongside the production of biomass, simultaneously maximizing biomass and production or consumption of the relevant metabolites.

Our method can be formulated mathematically as follows:

∀i ∈(2 ≤i ≤N),

$$maximise\;\left(c^{T}v\;+\;u^{T}v-d^{T}v\;\right)$$

s.t.

Sv=0 ,

$$tr^{L}\leq v\;\leq tr^{U}$$

$$\;u^{T}=\;\left\{\forall m\in M,\;1\;if\;x^{m_{i}}>x^{m_{i-1}}\;,else\;0\right\},$$

$$d^{T}=\left\{\forall m\in M,1\;if\;x^{m_{i}}<x^{m_{i-1}},\;else\;0\right\}$$

where *N* is the total number of time points, *i* is the index of a particular time point, c^T^ is the vector of coefficients of the biomass equation, u^T^ is the vector of coefficients for demand reactions corresponding to the metabolites with level increases between time points *i* and *i-1*, d^T^ is the vector of coefficients for demand reactions corresponding to the metabolites with level decreases between time points *i* and *i-1*, S is the stoichiometric matrix for all reactions in the model, *v* is the vector of fluxes, *M* is the set of all measured metabolites that could be mapped to the model, ${\text{x}}^{{\text{m}}_{\text{i}}}$ is a metabolite level for a particular metabolite *m* at a given time point *i*, and tr^L^, and tr^U^ are flux lower and upper constraints set from the transcriptomics data using the method described in the previous section.

For each metabolite, a *t*-test was used to determine which metabolite levels had changed significantly between consecutive time points. For two of the total number of time points per strain, we had only two replicates, insufficient for a statistical test of this type, thus the strains were combined to give at least four data points per time point. This was justified by our finding that strain differences are not the main driver of variability in the measured metabolome. A comparison of the means was then used to determine if the metabolites with level changes had increased or decreased. We were only able to do this for (*N*-1) of the *N* time points; flux predictions at the initial time point are thus unaffected by the metabolomics data. Moreover, there were no significant metabolite level changes between time points 89 and 97 h (day 3). Only metabolites which could be mapped to model metabolites were included: this was the case for 75 of the 105 measured metabolites. Of those, 63 metabolites had at least one significant between-time-point difference, while 12 were unchanged across all time points.

## Results

### Standard FBA Does Not Accurately Recapitulate Fluxes Measured *in vivo* in Adult Animals

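The transcriptomes of whole adult worms were measured by RNA-sequencing in a pair of conditionally sterile strains, *fem-3(q20)ts* (FEM) and *gon-2(q388)ts; gem-1(bc364)* (GEM). The data hold 45 libraries, 23 from FEM and 22 from GEM animals, collected at 9 time points: 41 and 49 h post feeding (day 1 of adulthood), 65 and 73 h (day 2), 89 and 97 h (day 3), 117 h (day 4), 137 h (day 5), and 257 h (day 10). A group of animals of the same strain and age is represented by 3 libraries, or by 2 in FEM at 65, 117, 137, and 257 h and in GEM at 49, 97, 117, 137, and 257 h. The libraries of a group carry no replicate number that links them to libraries of another group, so all groups were treated as independent. The authors trimmed the reads, mapped them to the WBCel235 genome assembly with HISAT2 as non-directional single-end reads, and counted the reads that overlapped a gene exactly, with transcript isoforms merged. They divided the counts by a size factor per library and log-transformed them. The deposited values, given for 25985 genes to 2 decimals, are natural logarithms of the normalized count plus 1. The base of the logarithm follows from the values themselves. Back-transformed as natural logarithms, 97.7 to 100% of the low values of a library were whole multiples of a single step, against 18.8 to 36.5% when read as log2 and 35.6 to 85.7% when read as log10. This step is the normalized count that 1 read contributes, and it gave an estimate of the reads assigned to genes in each library. The estimate ranged from 13506559 to 43266675 reads in FEM libraries, with a median of 19745880, and from 12807209 to 40478854 in GEM libraries, with a median of 21893198. In FEM animals the libraries held 13506559 to 25143321 reads at 41 h (median 23532019), 19745880 to 27391842 reads at 49 h (median 23760209), 19556999 to 21548858 reads at 65 h (median 20552928), 13665584 to 18249620 reads at 73 h (median 15877810), 14723799 to 23391707 reads at 89 h (median 16756727), 14684883 to 22593959 reads at 97 h (median 19288945), 16656791 to 17958079 reads at 117 h (median 17307435), 26205385 to 31365639 reads at 137 h (median 28785512), and 20214144 to 43266675 reads at 257 h (median 31740410). In GEM animals they held 16289843 to 22067709 reads at 41 h (median 19940553), 26533721 to 40382612 reads at 49 h (median 33458166), 17104909 to 21380259 reads at 65 h (median 18805768), 12807209 to 22889928 reads at 73 h (median 13384506), 17773332 to 29848938 reads at 89 h (median 21718688), 15336603 to 15824671 reads at 97 h (median 15580637), 22892020 to 22947376 reads at 117 h (median 22919698), 24041022 to 26723183 reads at 137 h (median 25382102), and 39933893 to 40478854 reads at 257 h (median 40206374). Between 16670 and 20163 genes were detected per library. A single read corresponded to a normalized count of 0.41 to 1.91, so differences of a few units in weakly expressed transcripts were not resolved at this depth. Here, expression levels are given as log2(normalized count + 1), obtained by dividing the deposited values by the natural logarithm of 2. Changes are differences on this scale, which understates the change of weakly expressed genes. The 16925 genes with a mean deposited value of at least 1 were tested with limma in one model with a mean for each group, and p-values were adjusted by the Benjamini-Hochberg method at a threshold of 0.05. Day 10 was compared with day 5 and with day 1, the latter taken as the mean of 41 and 49 h. The paper places 41 h at the close of the molt from L4 to adult, so comparisons with day 1 can include late development. Gene sets were tested with limma's camera at an inter-gene correlation of 0.01. Sequencing or library batches are not given with the samples and were not modeled.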

In order to study the dynamics of metabolic remodeling during aging on normal lived animals, we generated linked, temporally resolved, transcriptomic, and metabolomic data from two normal lived sterile strains, covering days 1–10 of adulthood (Figure 1A). *C. elegans* is a hermaphrodite species that produces progeny through self-fertilization, which can contaminate the aging parental samples. To avoid this confounding factor, we used two conditionally sterile strains, *gon-2(q388)ts; gem-1(bc364)* (GEM, hereafter), and *fem-3(q20)ts* (FEM, hereafter). 

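The transcript of *gon-2* (WBGene00001651, chromosome I of WBCel235 from 8549513 to 8570998) was detected in every library. Its level was 10.64 ± 0.14 (SD, n = 23) in FEM and 10.98 ± 0.24 (SD, n = 22) in GEM libraries over all ages. Averaged over the 9 time points, the FEM minus GEM difference was -0.35 (standard error 0.05), past the threshold by limma with Benjamini-Hochberg adjustment (adjusted p = 9.54e-08). With any single library left out, the difference stayed between -0.38 and -0.32. Centering each library on its median moved this difference most, to -0.96. In GEM animals the level was 10.87 ± 0.22 (SD, n = 3) at 41 h, 10.66 ± 0.35 (SD, n = 2) at 49 h, 11.30 ± 0.23 (SD, n = 2) at 137 h, and again 10.94 ± 0.01 (SD, n = 2) at 257 h.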

The *gon-2* gene encodes a cation channel required for division of postembryonic gonadal precursor cells (Sun and Lambie, 1997). At restrictive temperature, the *gon-2(q388)ts* mutation is enhanced by mutation of the solute carrier *gem-1* (Kemp et al., 2009) but remains incompletely penetrant, resulting in delayed and degenerate gonadogenesis. Thus, GEM animals possess a degenerate gonad that by D4 might contain both sperm and oocytes, and, in a small number of cases, embryos. 

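*gem-1* (WBGene00008214) lies on chromosome X of WBCel235 from 13371542 to 13376992 and shares 34 exonic bases with C49F8.14, whose reads the strand-independent counting does not separate. Its transcript level was 6.81 ± 0.49 (SD, n = 22) in GEM and 8.53 ± 0.44 (SD, n = 23) in FEM libraries. The difference of 1.72 (standard error 0.09) over the 9 time points exceeded the spread between replicates (adjusted p = 1.87e-18, limma with Benjamini-Hochberg adjustment). At every time point each GEM library lay below each FEM library of the same age. The gap ranged from 1.64 to 1.79 when single libraries were left out. It narrowed to 1.104 with each library centered on its median, and over the processing alternatives the limma adjusted p was at most 2.89e-12.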

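Transcripts of germline cell types were followed with lists of marker genes fixed in advance, each summarized as the mean level of its genes per library. The 11 oocyte markers, which include *rme-2*, *oma-1*, and *puf-5*, rose in GEM animals from 4.05 ± 0.88 (SD, n = 3) at 41 h to 9.35 ± 0.87 (SD, n = 3) at 65 h and 13.21 ± 0.46 (SD, n = 2) at 117 h, the day 4 samples, and stood at 13.86 ± 0.01 (SD, n = 2) at 257 h. In FEM animals the same markers stayed between 7.95 ± 0.22 (SD, n = 3) at 41 h and 9.64 ± 0.17 (SD, n = 3) at 97 h. The GEM and FEM libraries overlapped at 65 h, and from 73 h on every GEM library lay above every FEM library of its age. The change from day 1 to day 10 was larger in GEM than in FEM by 8.21, with a two-sided permutation p of 0.000833 over 1200 arrangements, the smallest they can give. These arrangements exchanged strain labels within each age after alignment on the strain means, which makes the p approximate. Quantile normalization moved the difference most, to 6.98. Sperm transcripts were also present in GEM animals. The 7 sperm markers other than major sperm proteins rose from 2.80 ± 0.65 (SD, n = 3) at 41 h to 5.89 ± 0.54 (SD, n = 2) at 117 h and 7.17 ± 0.09 (SD, n = 2) at 257 h. The 8 embryo markers were weakly expressed, at 0.27 ± 0.19 (SD, n = 3) in GEM animals at 41 h and 2.69 ± 0.32 (SD, n = 2) at 117 h. Here the GEM libraries ranged from 0.17 to 2.38 at 73 h and from 1.66 to 3.98 at 89 h. FEM libraries ranged from 0.57 to 0.82 and from 0.45 to 1.56 at these ages, and reached 2.33 at 97 h. The FEM group means ranged from 0.66 to 1.50.

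**Figure D1:**
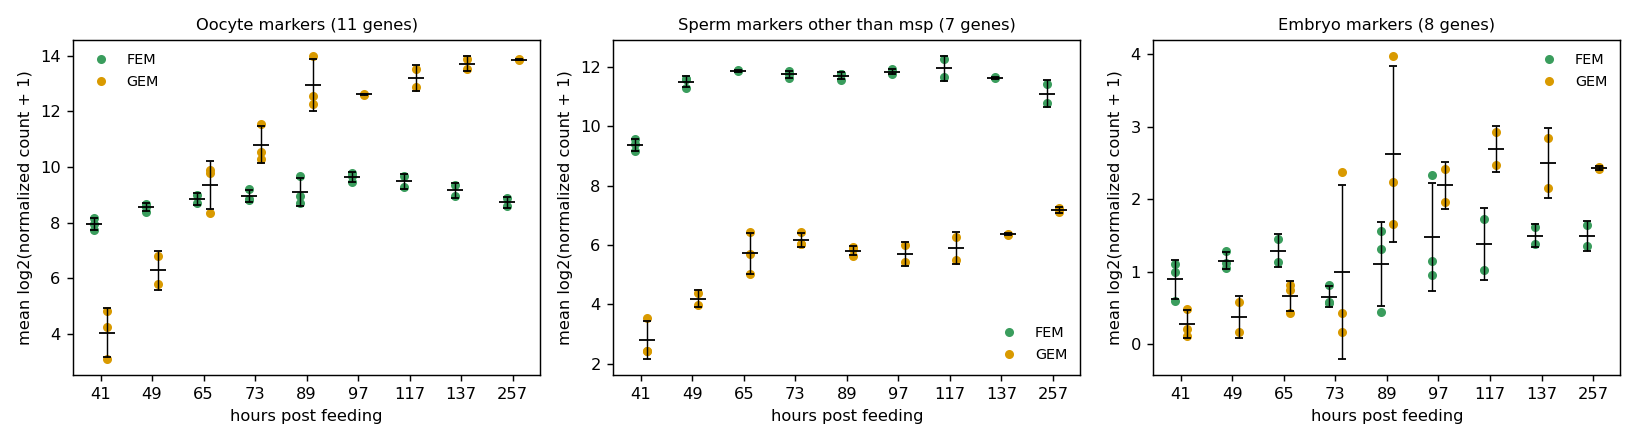
Mean log2(normalized count + 1) of oocyte, sperm, and embryo marker genes against hours post feeding. Points are libraries, and bars give the group mean ± SD. Oocyte markers in GEM animals rise from 4.05 at 41 h to 13.86 at 257 h, while those in FEM animals lie between 7.95 and 9.64.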

The *fem-3* gene encodes a novel sex-determination gene and the gain-of-function *fem-3(q20)ts* mutation causes temperature sensitive masculinization of the germline (Barton et al., 1987). Thus, FEM animals possess a normal hermaphrodite somatic gonad that produces no oocytes but excess sperm and are 100% sterile. 

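*fem-3* (WBGene00001413) lies on chromosome IV of WBCel235 from 9104966 to 9107607. In FEM animals, which carry the gain-of-function allele, its transcript stayed between 7.06 ± 0.10 (SD, n = 3) at 41 h and 7.74 ± 0.22 (SD, n = 3) at 97 h. Its change from day 1 to day 10 was 0.25 (standard error 0.32), which did not pass the threshold (limma, adjusted p = 0.534). In GEM animals the transcript rose from 4.09 ± 0.33 (SD, n = 3) at 41 h to 10.34 ± 0.34 (SD, n = 2) at 137 h. The day 10 minus day 1 change in GEM was 6.07 (standard error 0.33, limma adjusted p = 3.75e-17), and the changes in the strains differed by -5.83 (standard error 0.46, limma adjusted p = 3.1e-12). FEM libraries lay above GEM libraries of the same age up to 65 h, the groups overlapped at 73 h, and FEM libraries lay below from 89 h on. The mean difference over the 9 time points, -0.58 (standard error 0.12, limma adjusted p = 7.65e-05), averages these opposite directions.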

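The 7 sperm markers other than major sperm proteins were at 9.37 ± 0.20 (SD, n = 3) in FEM animals at 41 h, at 11.49 ± 0.18 (SD, n = 3) at 49 h, and between 11.09 ± 0.46 (SD, n = 2) and 11.95 ± 0.42 (SD, n = 2) at the later ages. The lowest FEM library, at 9.15, lay above the highest GEM library, at 7.24. The 31 transcripts of major sperm proteins (*msp* genes) had group means of 8.66 to 12.44 in FEM and of 2.32 to 6.02 in GEM animals. Copies of this family are nearly identical in sequence, so the reads of a single *msp* gene cannot be assigned with certainty. The family is therefore summarized here by its mean.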

Survival analysis confirmed that these strains display WT lifespan (Figure S2). During sample collection, each biological replicate was partitioned so that both metabolomics and transcriptomics data were produced from the same batch of worms.

**Figure 1:**
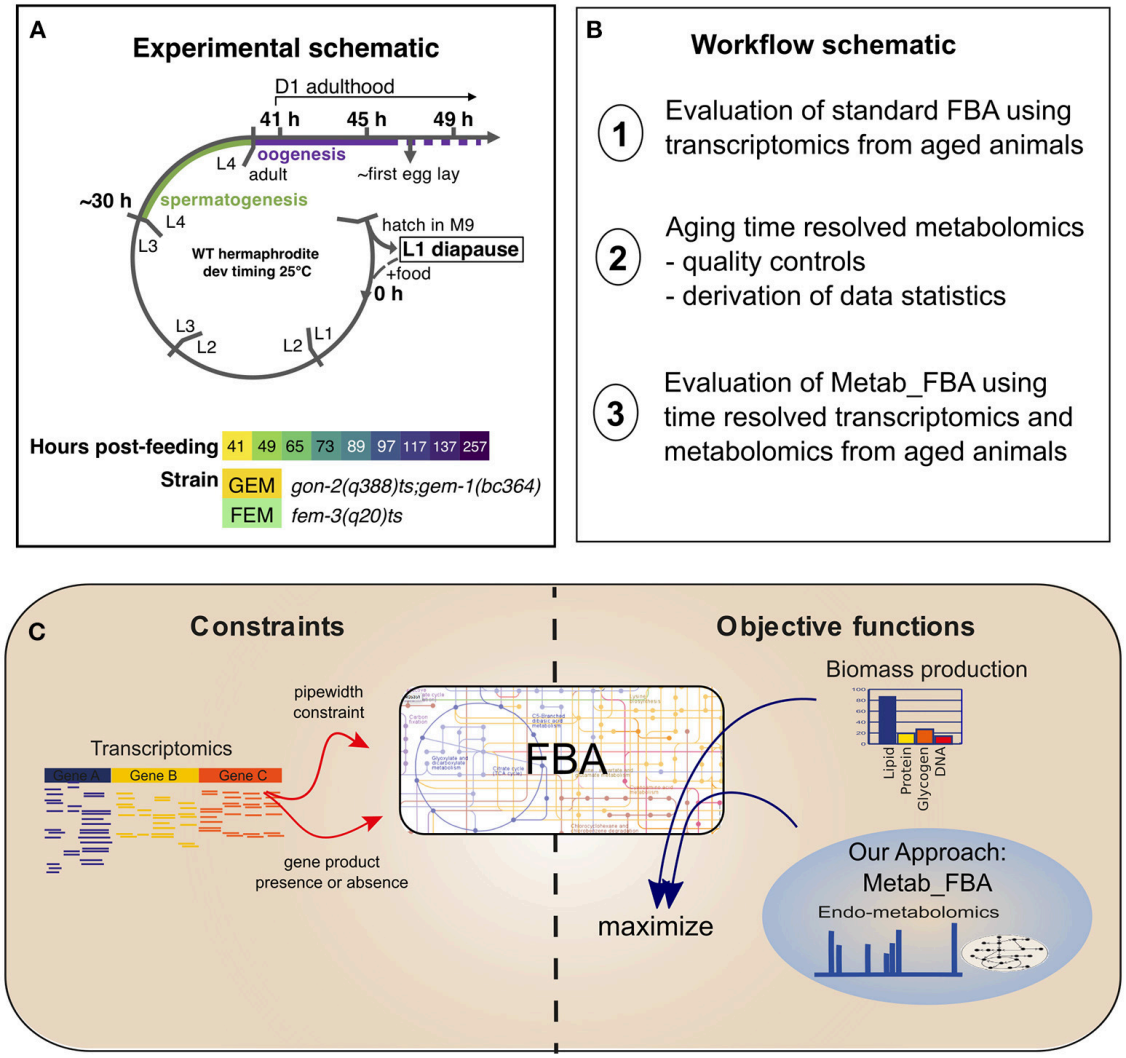
Experimental schematic. **(A)** Our experimental design included two sterile strains with differing gonadal composition sampled from early D1 of adulthood (41 h post-L1-feeding, which coincides with the very end of the L4 to adult molt) to D10 of adulthood (257 h post-L1-feeding). For days 1 through 4, triplicate samples were obtained. For days 5 and 10, duplicate samples were obtained. L1–L4 correspond to larval stages 1–4, L1 diapause is induced by hatching eggs in the absence of food. **(B)** Schematic of the workflow of this article. **(C)** Diagram representing the methodologies used for FBA. Standard FBA uses only biomass production as an objective function, while our approach combines the standard objective function with metabolomics data.

Transcriptomics data can be used in combination with whole genome models for the computational prediction of fluxes (intracellular turnover rates) for metabolic reactions using FBA and this approach has been previously used to predict fluxes in normal and perturbed aging in worms (Gebauer et al., 2016). Two assumptions are key to FBA. The first is that the modeled system has reached a steady state (i.e., metabolite levels are no longer changing), and the second is that the system has been optimized through evolution to achieve some goal, usually considered to be biomass production. The second assumption can be called into question for aging animals, because they often live well beyond the cessation of both growth and reproduction. For FBA to be useful, it has to provide mechanistic insights into metabolism and the accuracy of the predictions can be benchmarked against many features including gene essentiality (Opdam et al., 2017) and recapitulation of metabolic states when a certain reaction has been removed (Gebauer et al., 2016).

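The metabolic models took a mean transcript value per group for 1500 metabolic genes, with a gene taken as not expressed when its mean is below 1. The means were computed here from the deposited natural-log values. They equal those of the paper's table of model genes in 13 groups and not in FEM at 65, 117, and 137 h or in GEM at 117 and 137 h, so at these ages the numbers describe the deposited values and not the input of the models. In FEM animals the number of model genes below this threshold was 49 at 41 h, 62 at 49 h, 52 at 65 h, 69 at 73 h, 53 at 89 h, 46 at 97 h, 55 at 117 h, 51 at 137 h, and 44 at 257 h. Of the 1500 genes, 22 were below the threshold in every FEM group and 92 in at least 1 FEM group. Between day 5 and day 10, 15 genes were below it at 137 h and not at 257 h, and 8 were below it at 257 h and not at 137 h. Replicates did not always fall on the same side. At 137 h, 32 genes were below 1 in both libraries and 28 in only one of them, and at 257 h these numbers were 32 and 20. With a threshold of 0.5 the FEM groups had 27 to 50 genes below it, and with a threshold of 2 they had 77 to 92. In GEM animals the number below 1 ranged from 77 at 41 h to 45 at 257 h.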

We performed standard FBA (Supplementary Table 1) using transcriptomics data obtained from FEM animals using the whole-genome model of *C. elegans* metabolism, as described in the Methods. As objective function, we maximized biomass production (growth). We first performed flux-based pathway analysis to detect pathways that were significantly changed in day 10 compared to day 5 FEM animals (Figure S3C and Supplementary Table 2). We found that the most enriched include fluxes through pathways that are expected to change with age such as purine and pyrimidine and amino acid metabolism, oxidative phosphorylation, glutathione metabolism, and the TCA cycle. Similar predictions were reached in previous studies where FBA was applied to aging networks (Gebauer et al., 2016), indicating that standard FBA can recapitulate overall metabolic functionality.

However, the best method to ascertain FBA performance is to compare predicted fluxes with *in vivo* measured fluxes. Here, we took advantage of a previous study where mass spectrometry was used to quantify fluxes using the relationship between a labeled precursor (glucose, provided in the food) and several products of the TCA cycle (Schrier Vergano et al., 2014). The TCA cycle is composed of a series of enzymatic reactions that include the core of aerobic respiration in the mitochondria (a diagram in Figure S3A). The previous metabolic flux profiling directly measured fluxes through the TCA cycle in wild type worms as well as in mutants for *isocitrate dehydrogenase* (*idh-1)*, the enzyme that produces alpha-ketoglutarate from isocitrate (Figure S3A, reaction 3) (Schrier Vergano et al., 2014). In the absence of this upstream enzyme, significant changes in fluxes were identified that led to the accumulation of lactate, fumarate, succinate, malate and in the depletion of glutamate, and aspartate. We reasoned that if FBA was properly recapitulating fluxes, then an *in-silico* removal of *idh-1* enzyme should render fluxes that are similar to those directly measured *in vivo*. As a first approximation, we thus determined if standard FBA could recapitulate the fluxes observed *in vivo* in *idh-1* KO animals, when performing *in silico* knock out of *idh-1* and *idh-2* in young adult FEM animals. 

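In FEM animals at day 1 of adulthood both genes were expressed. *idh-1* (WBGene00010317, chromosome IV of WBCel235 from 9439078 to 9441107) had a level of 12.97 ± 0.58 (SD, n = 6). This mean lay above the day 1 means of 98.4% of the genes. It rose within day 1 from 12.45 ± 0.16 (SD, n = 3) at 41 h to 13.48 ± 0.09 (SD, n = 3) at 49 h. *idh-2* (WBGene00007942, chromosome X from 11216000 to 11218150) had a level of 10.35 ± 0.07 (SD, n = 6), a mean above those of 90.01% of the genes. *idh-1* shares 88 exonic bases with F59B8.1 and *idh-2* shares 23 with C34F6.9, so a part of their reads may belong to these neighbors.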

We observed that, as expected, the loss of IDH activity eliminated fluxes through the reaction it catalyzes (making alpha-ketoglutarate from isocitrate) (Supplementary Table 3 and Figure S3B). In addition, *in silico* lack of alpha-ketoglutarate concurred to some extent with *in vivo* metabolic flux experiments, causing a reduction in the fluxes that lead to glutamate production, and an increase in citrate production. However, many of the altered fluxes measured *in vivo* (Figure S3A), including those leading to accumulation of succinate and malate, were not accurately reproduced by the *in silico* knock out (Figure S3B).

Because *in vivo* fluxes were measured in wild type (N2) young adult animals lacking *isocitrate dehydrogenase* activity, and the *in silico* experiment was performed using a transcriptome obtained from FEM young adult animals, one possibility is that the unmatched genetic backgrounds explain the differential fluxes. We think this is unlikely to be the main reason for the discrepancy, because the Pearson correlation of gene expression values between wild type and FEM animals at day 1 of adulthood is close to 98%, and samples only begin to diverge more significantly after day 2 of adulthood (data not shown). Although it remains a possibility, this *in silico* experiment suggests that although standard FBA can correctly predict global fluxes in aging animals, when looking at the results at a finer scale, the predictions may not be accurate. One likely scenario is that an objective function geared only toward biomass production may not appropriately reflect the biology of post-mitotic somatic cells in adult aging animals, and that new objective functions are required to study metabolism during aging. To obtain a more accurate objective function, we enhanced our FBA pipeline by integrating a metabolomics dataset into the objective function together with the biomass production (Figures 1B,C). As described below in the “Case study” section, the new objective function was further validated entirely within the FEM genetic background.

### Different Sources of Variance for Metabolome and Transcriptome in Linked Samples

Quantification of metabolites is key for our understanding of metabolism during aging. Metabolites are the downstream product of the combined effect of transcriptional, post-transcriptional, and post-translational events, together with the influence of the environment, and therefore give a more immediate picture of the metabolic and physiological state, that may or may not correlate with corresponding transcripts. To determine how metabolomics data compares to transcriptomics, we calculated sample-to-sample distances for both datasets (Figure 2). 

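Over the 9 time points, 11784 of the 16925 genes tested differed between FEM and GEM animals in limma at an adjusted p under 0.05, 5256 with higher and 6528 with lower levels in FEM. The direction of these calls depended on the scaling. FEM levels were higher in 44.6% of the calls with the deposited values, in 25.7% after quantile normalization, and in 18.4% with each library centered on its median. From day 5 to day 10, over both strains, 3179 genes passed the threshold, of which 1351 rose and 1828 fell. Analyzed alone, 2877 genes changed in FEM and 1378 in GEM, with 726 genes past the threshold in both and 713 of these in the same direction. The change itself differed between the strains for 636 genes. From day 1 to day 10, 13414 genes changed over both strains, 9585 upward and 3829 downward. The median change of all genes tested over this interval was 0.74 for the average of the strains, 0.26 in FEM, and 1.03 in GEM animals. With 2 libraries per strain and time point at days 5 and 10, these counts rest on a spread estimated from all groups. Restricting the fit to the libraries compared left 1813 genes for FEM and 130 for GEM from day 5 to day 10.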

As shown by the density plots, variability is affected by age and by genotype. However, the effect of age was greater than the effect of strain in the metabolomics dataset (Figure 2A) whereas, variance was more striking by genotype rather than age in the transcriptomics dataset (Figure 2B).

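Distances were computed as 1 minus the Pearson correlation of the deposited values over all genes, as in the paper's methods. The 36 pairs of replicates had a median distance of 0.0139. The 57 pairs of FEM and GEM libraries of the same age had a median of 0.0876, with a range of 0.0684 to 0.124. The 448 pairs of the same strain and different ages had a median of 0.0350, with a range of 0.00899 to 0.181. The medians of the last classes differed by 0.0526, against an SD of 0.00329 for replicate, 0.0147 for same-age, and 0.0361 for same-strain distances. The ranges of the same-age and same-strain classes overlapped, and pairs that share a library are not independent. The sum of squared distances was also divided between strain and age by permutational multivariate analysis of variance. Strain accounted for 60.7% given age and age for 48.6% given strain. Both had a permutation p of 1e-05, the smallest that 100000 permutations can give. These shares are not parts of a whole, since the squared distances are not Euclidean, and they add to more than 100. With the square root of the distance, an alternative chosen after seeing the data, the shares were 42.3% and 35.1%. Strain had the larger share with all but one of the alternatives. When every gene was scaled to the same variance, the order was reversed, with 28.6% for strain and 43.6% for age. In the metabolic model genes alone the shares were closer, at 55.7% for strain and 52.0% for age. From the position of the same-age and same-strain distributions, the paper concludes that genotype shaped the transcriptome more than age did.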

**Figure 2:**
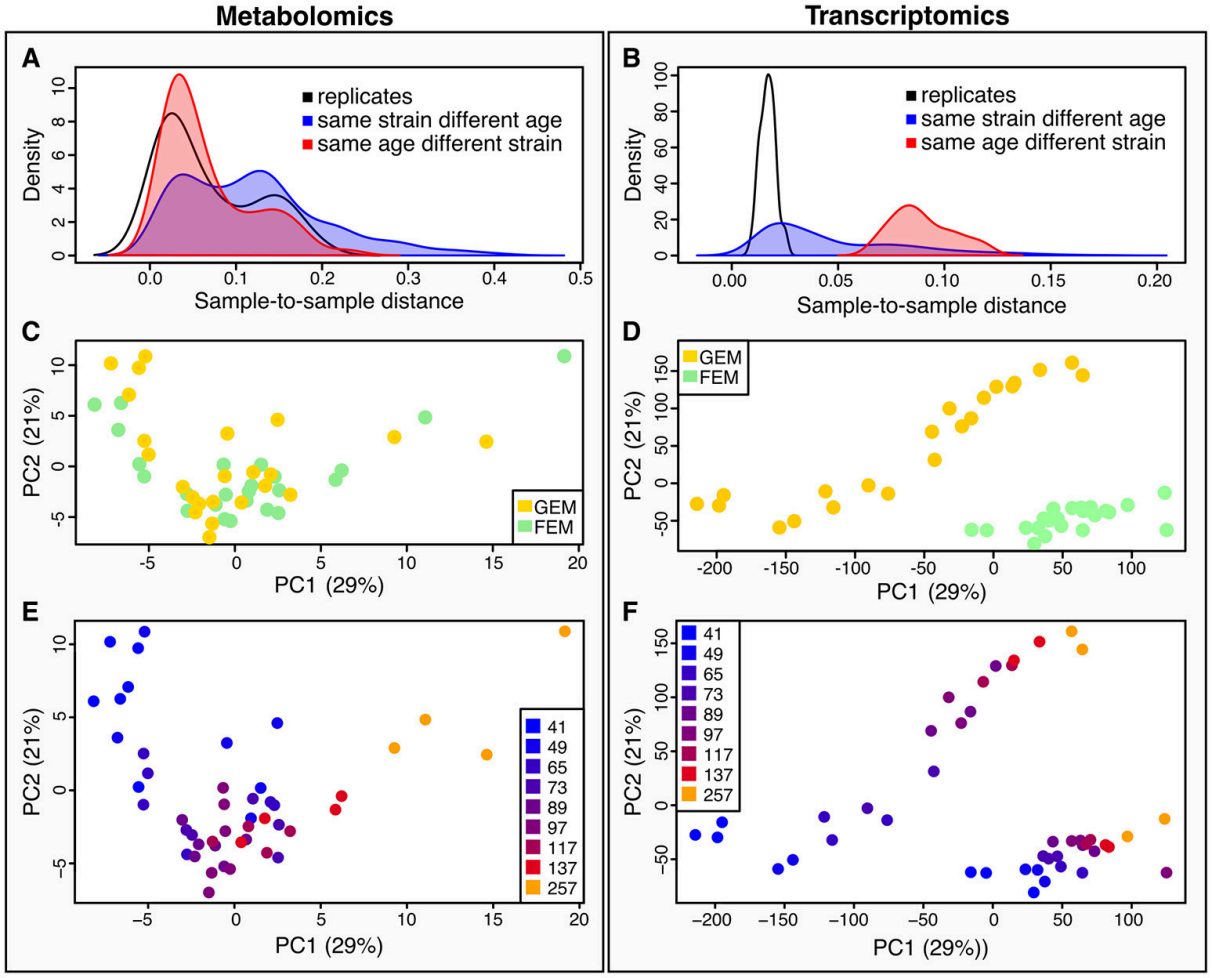
Characteristics of between-sample variability compared between metabolomics and transcriptomics datasets. **(A,B)** metabolomics **(A)**, and transcriptomics **(B)**, show density plots of the distributions of pairwise sample-to-sample distances as grouped by samples that were replicates (black line), or shared their age (but not strain) (red line and shaded area), or shared their strain (but not age) (blue line and shaded area). The density distribution being shifted toward the left in these plots means that the samples were more similar (had a lower distance). These plots show that for the metabolomics dataset **(A)**, samples with the same age but different strains were closer than those with the same strain but different ages, while the opposite is true for the transcriptomics **(B)**. This plot also illustrates that there is greater technical variance in the metabolomics dataset than for the transcriptomics. **(C,D)** we conducted Principal Components Analysis (PCA) across the two datasets [**(C)**, metabolomics; **(D)** transcriptomics]. We visualized the samples projected onto the space of the first two principal components. Samples are colored by strain–yellow for GEM, green for FEM. **(E,F)** the same principal components as in **(C)** and **(D)** are shown colored by age. [**(E)** metabolomics; **(F)** transcriptomics].

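The distance between the strains rose and fell between ages, highest at 49 h and lowest at 257 h, and its relation to age was not tested. The median distance of FEM and GEM libraries was 0.0919 at 41 h, 0.122 at 49 h, 0.0860 at 65 h, 0.0752 at 73 h, 0.0855 at 89 h, 0.0909 at 97 h, 0.0951 at 117 h, 0.0871 at 137 h, and 0.0745 at 257 h, over 4 to 9 pairs each. Distances between ages were larger in GEM than in FEM animals. Over all pairs of different ages the median was 0.0284 in FEM (234 pairs) and 0.0473 in GEM (214 pairs). Day 10 and day 1 libraries were 0.0647 apart in FEM and 0.154 apart in GEM, so that in GEM this median exceeded the largest distance between the strains at one age. Day 10 and day 5 libraries were 0.0269 apart in FEM and 0.0202 in GEM.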

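Among the transcriptomes, replicate distances ranged from 0.00764 to 0.0224, and the middle of the distribution lay between 0.0118 and 0.0162 (the quartiles of the 36 pairs). The largest replicate distance lay below the smallest distance between FEM and GEM libraries of the same age.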

When using Principal Components Analysis (PCA; Figures 2C–F) to look at the main determinants of variability in the dataset, it is apparent that in the metabolomics data (Figure 2E), the aging process is the major contributor to variability between the samples, since the first principal component, accounting for the majority of variability largely aligns with age. On the other hand, the transcriptomics displays a large division across both PC1 and PC2 by strain, although age still accounts for a large proportion of the variability (Figure 2F). This difference in drivers for the between-sample variability cannot be due to batch differences in the underlying sample material because the transcriptomic and metabolomic samples were linked. 

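With all 24346 genes that varied scaled to the same variance, the first principal component held 26.7% and the second 16.2% of the variance of the 45 transcriptomes. FEM libraries had a mean PC1 score of 4.52 ± 36.4 (SD, n = 23) and GEM libraries of -4.72 ± 110 (SD, n = 22), and differences between the strains made up 0.34% of the variance of PC1. This share averages opposite directions. At 41, 49, 65, and 73 h every FEM library lay above every GEM library on PC1, at 89 and 97 h the strains overlapped, and at 117, 137, and 257 h every FEM library lay below every GEM library. On PC2 the mean scores were 55.1 ± 27.1 (SD, n = 23) in FEM and -57.6 ± 26.3 (SD, n = 22) in GEM, and strain made up 82.3% of the variance. PC1 followed age within each strain. In FEM its correlation with hours post feeding had a Pearson r of 0.727 (permutation p = 0.00018, adjusted 0.00036) and a Spearman rho of 0.968 (permutation p = 1e-05, adjusted 2.7e-05). In GEM the values were r = 0.83 (permutation p = 1e-05, adjusted 2.7e-05) and rho = 0.972 (permutation p = 1e-05, adjusted 2.7e-05). Without the pair of libraries farthest from the median age, r was 0.873 in FEM and 0.952 in GEM. The relation of PC2 to hours post feeding did not pass after adjustment for the 8 relations computed. In FEM it had r = 0.187 (permutation p = 0.4, adjusted 0.4) and rho = 0.251 (permutation p = 0.25, adjusted 0.29), and in GEM r = -0.437 (permutation p = 0.037, adjusted 0.059) and rho = -0.341 (permutation p = 0.12, adjusted 0.16). Without the same pair of libraries, r of PC2 was 0.619 in FEM and -0.299 in GEM. PC2 changed with age without following a single direction. In FEM its scores were -9.04 to -6.35 at 41 h, 72.0 to 76.0 at 73 h, and 42.1 and 45.2 at 257 h, and in GEM they were -86.4 to -77.8 at 41 h, -34.3 to -14.2 at 65 h, and -92.4 and -78.7 at 257 h. Centering the genes without scaling moved the shares most, to 48.5% for PC1 and 23.5% for PC2.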

We explore potential explanations for these observations in the Discussion section. 

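Across the 45 transcriptomes, the Pearson correlation over all genes ranged from 0.978 to 0.992 between replicates, with a median of 0.986. Libraries of the same strain and different ages correlated between 0.819 and 0.991, with a median of 0.965. FEM and GEM libraries of the same age correlated between 0.876 and 0.932, with a median of 0.912. No pair of libraries had identical values in more than 33.1% of the genes, a share that includes the genes listed at 0 in both.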

Figure S4 shows the sample-to-sample correlation matrices for all samples in the metabolomics (Figure S4A) and transcriptomics (Figure S4B) datasets.

### Age-Associated Metabolites Are Enriched for Those Known to Promote Longevity

We used PLS-DA to reveal the metabolites that are significantly associated with the age of the sample (statistical details in Supplementary Methods, Figure S5). This gave 44 metabolites presenting a significant change over the course of aging (Supplementary Table 5). Note that PLS-DA is a linear regression-based method, thus non-linear effects with respect to age will be overlooked. To determine whether those metabolites are likely to influence the aging process, we determined if these were present in a database for metabolites known to influence longevity (longevity modulators, determined from DrugAge as described in the Methods). Twenty of our 44 age-associated metabolites were known for their effect on longevity, more than would be expected by chance since only 34 of all 105 measured metabolites were in the database (Fisher's exact test for over-representation gives *p* = 0.013). Using a comprehensive search of the literature we found 6 additional metabolites amongst our age-associated metabolites that act as longevity modulators when supplemented (Supplementary Table 5). To determine which pathways were most enriched for age-associated metabolites, we performed pathway enrichment analysis (Figure 3). The results show that there is a correlation between metabolites that are age-associated in our dataset and longevity modulators in the DrugAge dataset.

**Figure 3:**
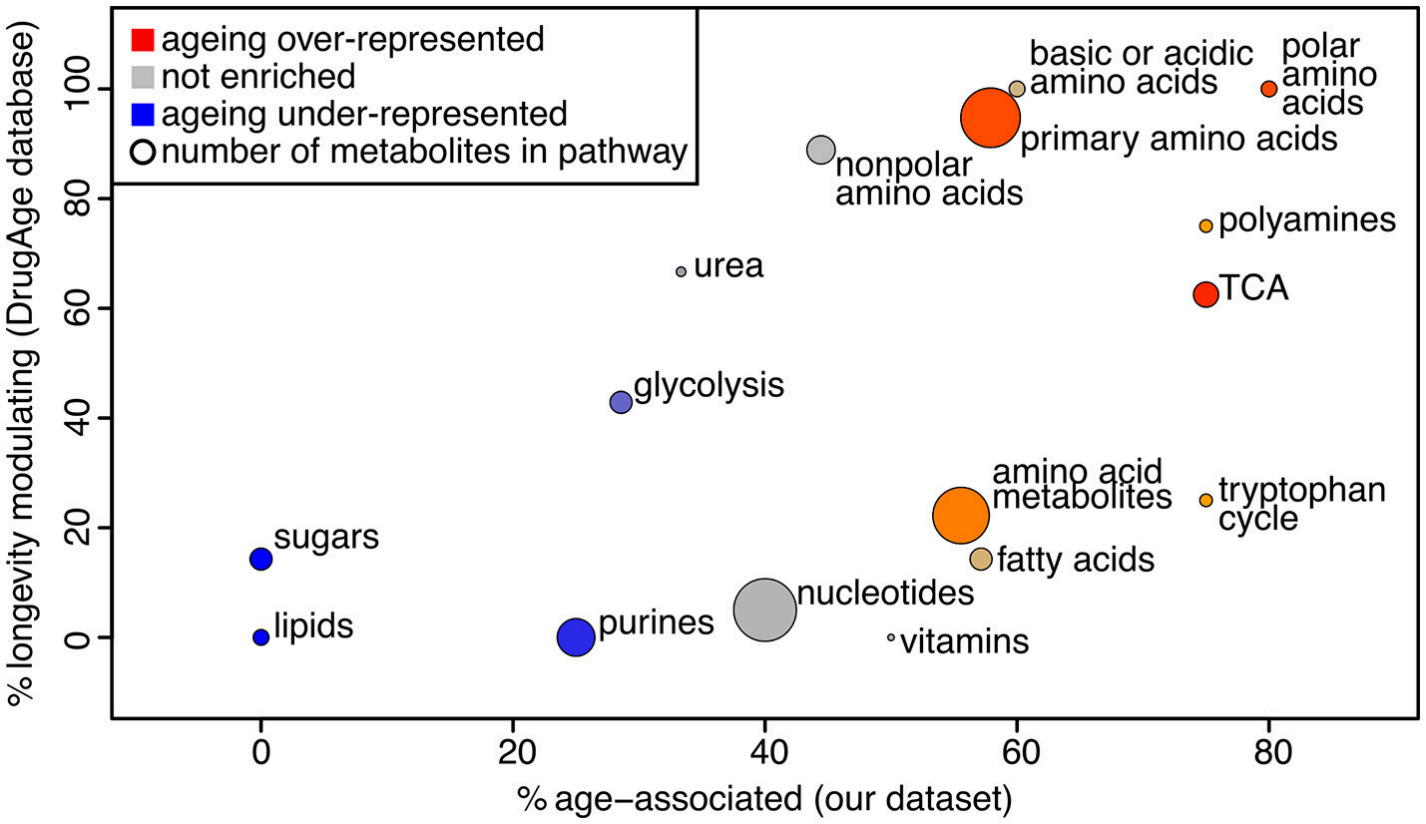
Bubble plot of pathway enrichment for age-associated metabolites. The pathways that are most red are the ones that have the most age-associated metabolites, while the ones that are the most blue have the least. Circle radius represents the number of measured metabolites in the pathway. The x axis shows the proportion of metabolites in the pathway that are changing intensity with age in our study, and the y axis shows the proportion of metabolites in the pathway that are known to modulate longevity in the Drug Age database, illustrating that these measures are broadly correlated.

The age-associated metabolites cluster into two main groups: those that increase with age, and those that decrease with age, as shown in the clustered heatmap (Figure 4). Overall the data indicates that there is a clear shift for many metabolites. Two patterns are readily evident. Some metabolites drift with age (a gradually change for linoleic acid, hypoxanthine, and malate) whereas, others show abrupt shifts at specific time points during early or late aging. For example, the levels of several amino acids drop at day 1 of aging (between 41 and 49 h), and then again sometime after day 5 (137 h).

**Figure 4:**
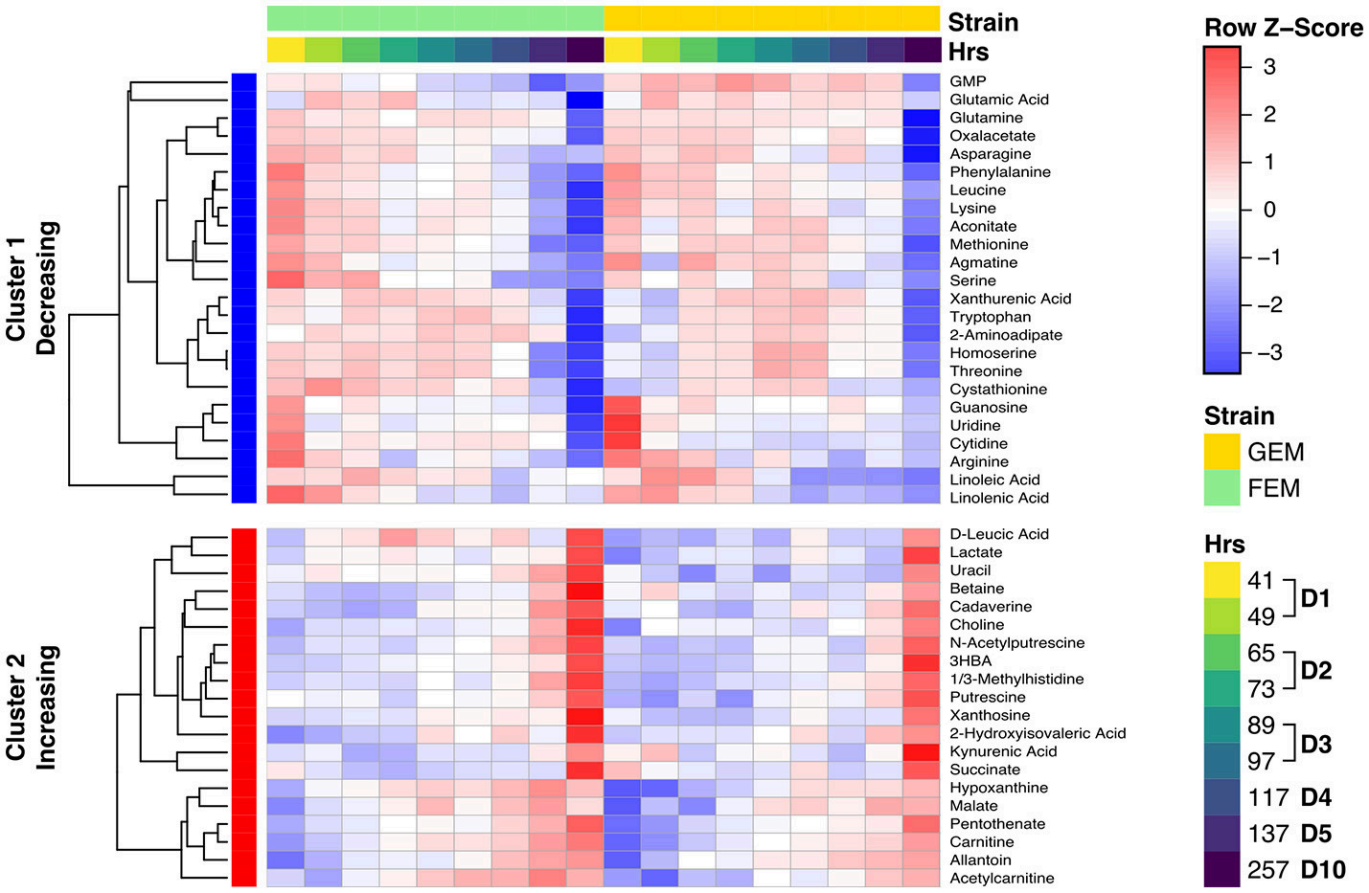
Clustered heat map showing metabolite levels over time. The heat map shows row (metabolite) Z-scores, i.e., deviations from the average across time points for each metabolite. Each metabolite range is scaled so that it has mean of zero and standard deviation of one. Each time point represents the average for biological replicates. The samples are ordered first by strain (green is FEM, yellow is GEM), then by age. The row sidebar illustrates whether the metabolites have been determined to be increasing or decreasing with age (red for increasing, blue for decreasing).

Our study generally agrees with other studies (Copes et al., 2015; Gao et al., 2017a; Wan et al., 2017) and a cross-comparison can be found in in Supplementary Table 6. The first cluster (cluster 1 in Figure 4) of metabolites decreasing over time contains most measured amino acids (including serine, threonine, leucine, lysine, glutamate/glutamic acid, methionine, tryptophan, and arginine) and some byproducts of amino acid metabolism (homoserine, cystathionine) as well as nucleotides (guanosine, cytidine, uridine, GMP). The second cluster (cluster 2 in Figure 4) of metabolites increasing with time contains degradation products of both nucleotides (hypoxanthine, xanthosine, and allantoin) and amino acid metabolism (betaine, carnitine, leucic acid, pentothenate, kynurenic acid, and xanthurenic acid), confirming a well-documented imbalance in amino acid and nucleotide metabolism with age (Copes et al., 2015; Gao et al., 2017a; Wan et al., 2017). The age-related change in amino acids has been proposed to be driven by the ratio of hydrophilic/hydrophobic surfaces that accompanies cell volume changes related to growth, and not by either age (Copes et al., 2015) or genotype (Gao et al., 2017a). As shown in Figure S6, there is a significant change in the worm's size from days 1–5, but body size remains stable thereafter. Therefore, when comparing days 5 and 10, something other than changes in cell size must underlie amino acid depletion in old animals. The large drop in these metabolites may cause them to become metabolically limiting as previous studies have shown that supplementation of specific amino acids and nucleotides can extend lifespan (Copes et al., 2015; Edwards et al., 2015).

We report here, for the first time, that there is accumulation of polyamines with age, namely, putrescine, N-acetylputrescine, and cadaverine. These metabolites display a sharp increase at day 10 (Figure 4) while an intermediary, agmatine, decreases significantly with age. Polyamines are low molecular weight aliphatic polycations, derived from amino acids, ubiquitous across species, and with many cellular functions. Putrescine is metabolized from arginine via either agmatine or ornithine and gives rise to spermidine, the precursor of spermine (Figure S7A), while cadaverine is the product of lysine decarboxylation (McCann, 1982). To check whether the observed metabolite changes aligned with changes in the corresponding metabolic gene pathways, we integrated the two datasets using the R library Pathview. As shown in Figure S7A, displaying the overlay of transcriptomics and metabolomics using Pathview, there is a significant age-dependent upregulation in the levels of spermidine synthase (see EC 2.5.1.16 in Figure S7A) in day 10 animals. This enzyme catalyzes the transfer of a polyamine group from S-adenosylmethioninamine to putrescine in the biosynthesis of spermidine, possibly reflecting an increased usage of spermidine with age. 

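Spermidine synthase (EC 2.5.1.16) is encoded by *spds-1* (WBGene00012909), on chromosome II of WBCel235 from 12806899 to 12810872. At 137 h, day 5, its level was 8.15 ± 0.06 (SD, n = 2) in FEM and 8.67 ± 0.22 (SD, n = 2) in GEM animals. At 257 h, day 10, it was 8.81 ± 0.83 (SD, n = 2) in FEM and 8.54 ± 0.04 (SD, n = 2) in GEM animals. Averaged over the strains, the change from day 5 to day 10 was 0.26 (standard error 0.15), which did not pass the threshold (limma, adjusted p = 0.238). A two-sided exact permutation test within strains gave p = 0.611, where the smallest p that the design allows is 0.056. The change in FEM alone was 0.66 (standard error 0.21, limma adjusted p = 0.0232) and in GEM alone -0.13 (standard error 0.21, limma adjusted p = 0.811). The strains did not differ in this change after adjustment (limma, adjusted p = 0.13). The FEM libraries at 257 h lay apart, at 9.39 in a library of 43266675 reads and at 8.22 in one of 20214144 reads. Without the former library the change over both strains was -0.03, and without the latter it was 0.56 and passed the threshold (limma, adjusted p = 0.000595). Over the processing alternatives the limma adjusted p of the change in FEM lay between 0.00318 and 0.302. Across the processing alternatives the change over both strains stayed between 0.26 and 0.37. Averaged over the strains, the transcripts of the 3 other enzymes of the polyamine set were lower at day 10 than at day 5. *smd-1*, which encodes S-adenosylmethionine decarboxylase and shares 54 exonic bases with F47G4.14, changed by -1.66 (standard error 0.21, limma adjusted p = 1.85e-07). Ornithine decarboxylase, *odc-1*, changed by -0.49 (standard error 0.15, limma adjusted p = 0.0179), and ornithine aminotransferase, *oatr-1*, by -0.87 (standard error 0.12, limma adjusted p = 1.12e-06). The call of *odc-1* was lost in 3 of the 8 fits that each left out one library. It was also lost after quantile normalization, with each library centered on its median, and in a fit to only the groups compared. Over the processing alternatives its limma adjusted p lay between 0.0167 and 0.17. The change of *odc-1* differed between the strains. It fell by 1.09 in GEM and changed by 0.11 in FEM.

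**Figure D2:**
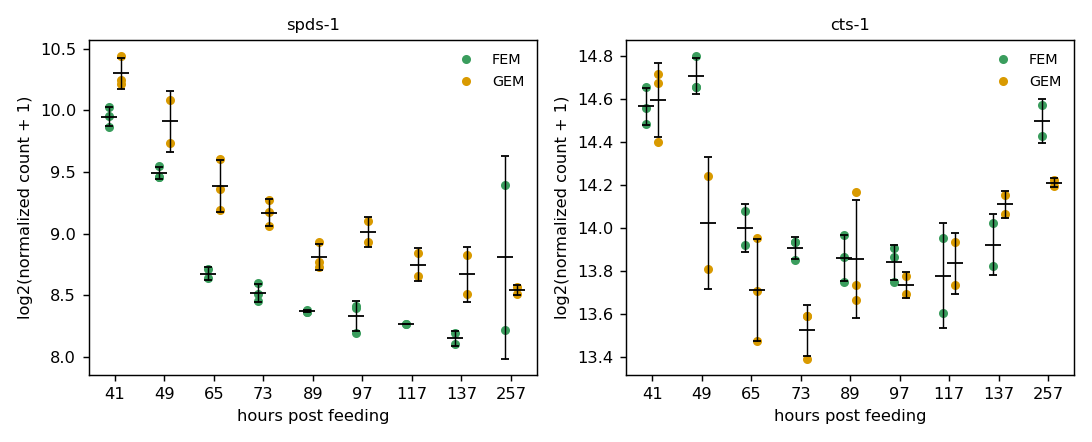
Level of *spds-1* and of *cts-1*, the citrate synthase gene, as log2(normalized count + 1) against hours post feeding. Points are libraries, and bars give the group mean ± SD. The FEM libraries at 257 h lie at 8.22 and 9.39 for *spds-1*.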

The polyamine spermidine has been associated with lifespan extension by activating autophagy across species (Eisenberg et al., 2009; Minois, 2014) and the implications of an increase in polyamines with age are further explored in the Discussion section.

As shown in Figure 4, many metabolites that are involved in central carbon metabolism, particularly the TCA cycle, were significantly changed with age, e.g., lactate and oxaloacetate. An imbalance in the TCA cycle in 10-day old animals has been previously described (Wan et al., 2017) and we observed in our metabolomics data a consistent change in both FEM and GEM with age, indicating that changes were independent of the genotype. Overall, there was a striking change in TCA metabolites in 10-day adults compared to day 5 or younger worms and some of the changes observed were in line with changes in *idh-1* mutants (Figure S8). These metabolic changes may reflect the widespread fragmentation of mitochondria that begin at around this stage (Yasuda et al., 2006; Regmi et al., 2014). 

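A set of 25 genes for enzymes of the TCA cycle was fixed in advance. From day 5 to day 10, over both strains, 21 of the 25 transcripts fell and 4 rose. Of these, 8 of the falls and 1 of the rises passed the threshold in limma over all genes tested, and 10 genes passed when the adjustment covered the 25 genes alone. The number that fell was 18 after quantile normalization and 16 with each library centered on its median. In FEM animals alone 21 fell and 4 rose, with 8 falls and 1 rise past the threshold. In GEM animals alone 10 rose, with 2 falls and 0 rises past it. This number of rises in GEM was 5 after quantile normalization and 11 with centering. Over both strains the mean change of the set was -0.22, lower than that of the other genes by limma's camera (adjusted p = 0.000935, Benjamini-Hochberg over 7 set tests). The adjusted p was 0.265 when the correlation between the genes was estimated from the data, and 4 of the 34 splits of the 8 libraries into groups of the same size gave a set p as small as the real one. The largest fall was that of *idhg-2*, a subunit of isocitrate dehydrogenase on chromosome I from 6974558 to 6977071, at -1.06 (standard error 0.19, limma adjusted p = 8.64e-05). Aconitase, *aco-2*, changed by -0.48 (standard error 0.09, limma adjusted p = 8.28e-05). The transcript that rose past the threshold was *cts-1* (WBGene00000833, chromosome III from 10214771 to 10216635), which encodes citrate synthase and shares 60 exonic bases with *best-18*. Its level over both strains changed by 0.34 (standard error 0.11, limma adjusted p = 0.0347). The exact two-sided permutation test gave p = 0.0556, the smallest possible with these libraries. The adjusted p rose above the threshold in 7 of the 8 fits that each left out one library, and across the 8 it lay between 0.037 and 0.149. From day 1 to day 10, 21 TCA transcripts fell, 16 of them past the threshold, and 4 rose past it. *cts-1* changed by -0.12 over that interval (standard error 0.10, limma adjusted p = 0.256, exact permutation p = 0.466). The sign of the latter change depended on the scaling, with 0.19 after quantile normalization and -0.48 with libraries centered on their median.

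**Figure D3:**
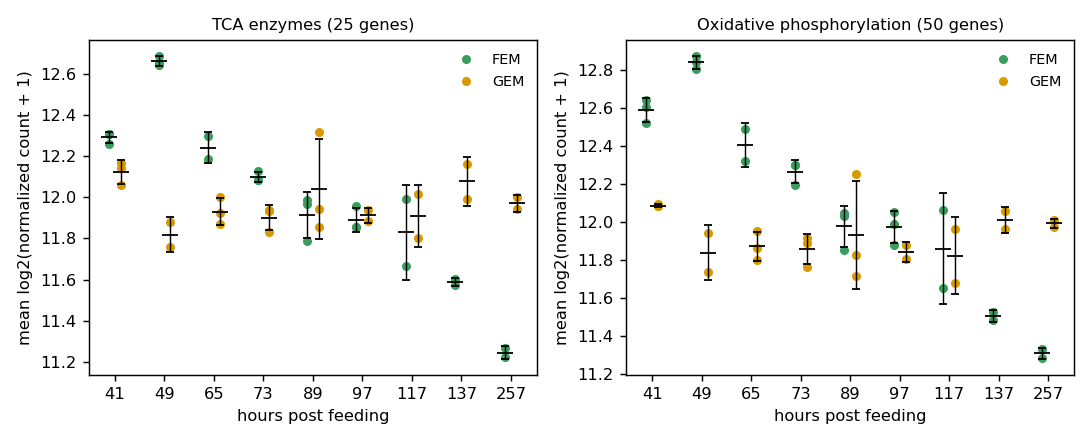
Mean log2(normalized count + 1) of 25 TCA enzyme genes and of 50 oxidative phosphorylation genes against hours post feeding. Points are libraries, and bars give the group mean ± SD. The TCA mean in FEM animals falls from 12.66 at 49 h to 11.24 at 257 h, while GEM group means stay between 11.82 and 12.12.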

Pathview analysis indicated that most detected transcripts for TCA enzymes show decreased levels with age (Figure S7B) with the exception of citrate synthase, which catalyzes the first step of the TCA cycle condensing acetyl-CoA and oxaloacetate to form citrate. This suggests that citrate accumulates with age, although we did not directly measure it. Pathview analysis also revealed that for succinate there was a mismatch between the transcripts of the enzymes required for succinate production and consumption, and the levels of the metabolite, perhaps reflecting post-transcriptional alterations to the key enzymes.

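Of 11 genes for enzymes that make or use succinate, 9 fell and 2 rose from day 5 to day 10 over both strains, with 2 of the falls past the threshold. Both encode subunits of succinyl-CoA synthetase, which produces succinate. *suca-1* changed by -0.61 (standard error 0.10, limma adjusted p = 4.04e-05) and *sucl-1*, which shares 27 exonic bases with C05G5.5, by -0.69 (standard error 0.09, limma adjusted p = 7.86e-07). The catalytic subunit of succinate dehydrogenase, *sdha-1*, which consumes succinate, changed by -0.12 (standard error 0.12, limma adjusted p = 0.554). The glyoxylate cycle enzyme *icl-1*, which also produces succinate, changed by -0.34 (standard error 0.17, limma adjusted p = 0.174). From day 1 to day 10 the same 4 transcripts changed by -1.47, -2.18, -1.39, and 0.74 in the order *suca-1*, *sucl-1*, *sdha-1*, and *icl-1*, and each passed the threshold in limma (adjusted p from 1.69e-21 for *sucl-1* to 1.24e-05 for *icl-1*). Over the 11 genes, 5 falls and 4 rises passed over that interval, against 8 falls and 2 rises after quantile normalization and 7 falls and 3 rises with each library centered on its median. The largest rise was that of *sdha-2* (WBGene00016392, chromosome I of WBCel235 from 10683270 to 10685587), the other gene for the catalytic subunit of succinate dehydrogenase, at 1.39 (standard error 0.16, limma adjusted p = 1.07e-09). It rose by 3.33 in GEM animals and changed by -0.55 in FEM animals, and the difference between the strains was -3.89 (standard error 0.31, limma adjusted p = 4.41e-12). Over the processing alternatives its change over both strains stayed between 0.49 and 1.53. In FEM 10 of the 11 transcripts fell from day 1 to day 10, whereas in GEM 8 rose, a number that was 3 after quantile normalization and 5 with centering.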

### Flux Balance Analysis Performed With Metabolomics-Integrated Objective Function Reveals Dynamic Metabolic Flux Changes During Aging

Standard FBA constrained by biomass production was unable to recapitulate measured *in vivo* fluxes through the TCA cycle (Figure S3B). To obtain a more accurate objective function, we integrated information from the metabolomics dataset. We reasoned that a statistically significant change in the concentration of a metabolite between two consecutive time points could only happen if the metabolite was either net-produced or net-consumed between those time points. Therefore, we added a system boundary for the production or consumption of the relevantly changed metabolites as an additional objective function at each time point and simultaneously maximized biomass as well as production or consumption of the relevant metabolites (Figure 5). We called this method Metab_FBA (Supplementary Table 7) using the combined objective function, and referred to the method where only the conventional objective function was used as Standard FBA (Supplementary Table 1). The new metabolomics-integrated objective function provides the model with a guideline for production and consumption of metabolites, without supervising the possible solutions reached by the model, therefore the predictive value of the re-optimized objective function is 2-fold. Firstly, it provides quantitative information about the most affected fluxes when producing or consuming a measured metabolite, and secondly, it provides predicted fluxes for all reactions that produce or consume unmeasured metabolites.

**Figure 5:**
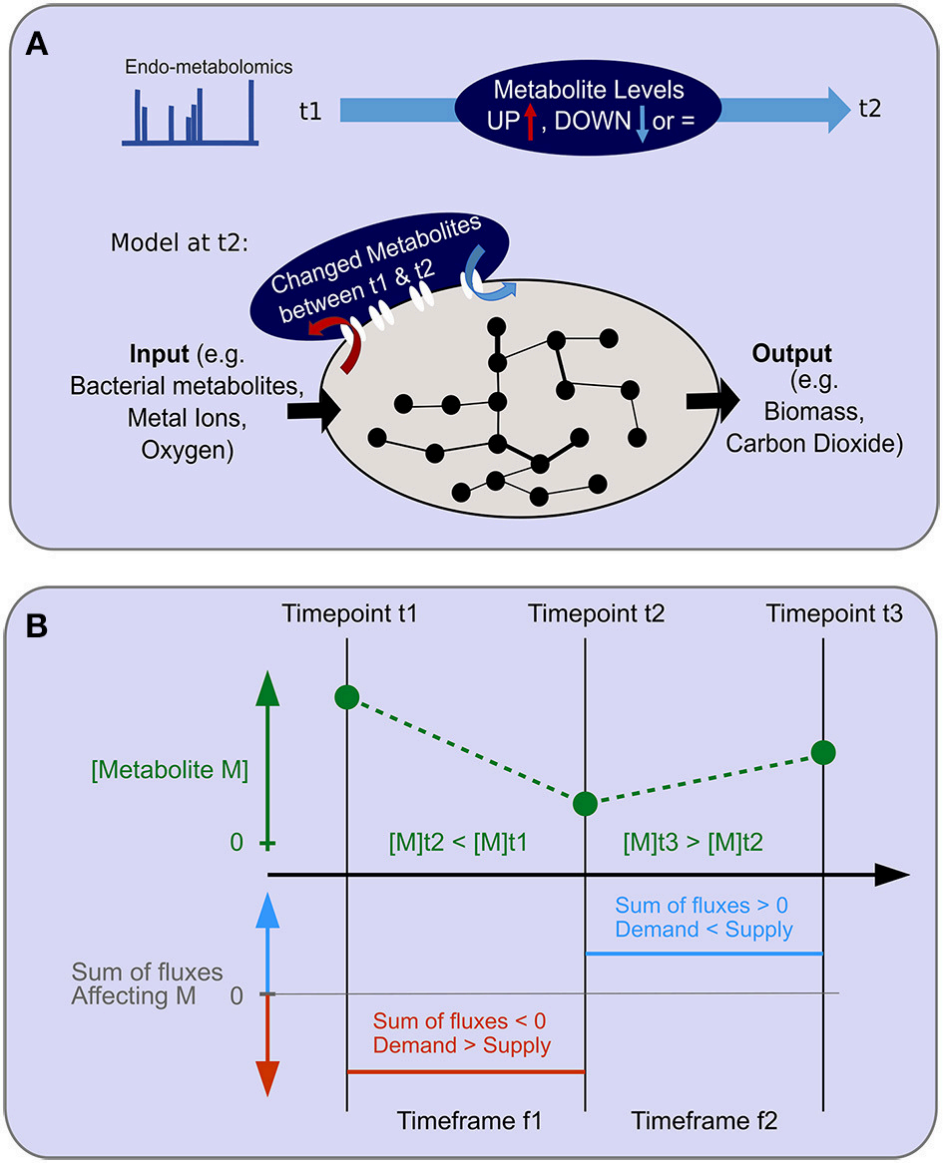
Objective function for endo-metabolomics inclusion. **(A)** A schematic of the objective function for endo-metabolomics inclusion into FBA is shown. Endo-metabolomics metabolite levels are obtained for each time point. Between each pair of consecutive time points (illustrated as t1 and t2), a statistical test reveals for each metabolite whether the level has increased (UP) or decreased (DOWN) between those two points. The integration of this information with the model uses the transcriptomics constraints from the second time point (t2) as an imation for the time frame (t1–t2) and adds a new system boundary as an additional objective function to reflect the changes in metabolite levels either as inputs or outputs to the system. **(B)** The relationship between metabolite level changes between consecutive time points and the assumed flux over the time frame is illustrated. An example of two consecutive level changes are shown for the hypothetical metabolite M which has a level decrease between time points t1 and t2, and a level increase between time points t2 and t3. During the time frame f1 for the duration between time points t1 and t2, demand exceeds supply. During the time frame f2 for the duration between time points t2 and t3, supply exceeds demands.

The addition of metabolomics data to the objective function does not dramatically change the enrichment of metabolic pathways represented, although there are differences in rank (Figure S3D and Supplementary Table 2). Previous approaches to incorporate -omics data with FBA have been validated by confirming that the overall variability of flux predictions - the sum of the range of flux variabilities for each reaction–is reduced (e.g., Kleessen et al., 2015). A large variability usually represents a large solution space that is reduced by applied constraints. We have similarly ascertained the variability range for our flux predictions (Figure S9A) and confirm that the inclusion of the transcriptomics data as constraints does reduce the flux variability ranges, in line with what has been previously reported, but inclusion of metabolomics data alongside biomass as the objective function on top of the transcriptomics-derived constraints does not appreciably reduce the flux variability further. This is to be expected, since the method of integration -as an additional component of the objective function- does not aim to constrain the solution space, but rather helps to guide the selection of an optimal solution within the solution space to be more physiologically accurate. We furthermore compared our approach to an approach which incorporated the metabolomics data as constraints on the production or consumption of metabolites rather than as additional information in the objective function. We observed that incorporation as constraints, in some cases, narrows the solution space too much, due to incompatible metabolomics and transcriptomics constraints, leading to the inability of the model to generate biomass under that setup (Figure S9B). This highlights that incorporation of the metabolomics information as objective function gives the maximal flexibility to the system to find the best possible solution maximizing congruence between transcriptomics and metabolomics datasets.

### Case Study: Using Two Objective Functions to Predict Metabolic Fluxes Through the TCA Cycle in Aging Animals

To test the performance of the two FBA variants, we focused on the TCA cycle because it is conserved between *C. elegans* and mammals, and well-annotated in *C. elegans* metabolic reconstruction models. Metab_FBA provides different fluxes than standard FBA in several aspects of central metabolism (Figures 6A–C). First it predicts a peak in glycolysis during day 1 and in TCA cycle during day 2, which is also evident in the heatmap of TCA cycle fluxes (Figure 6D). Within the same time frame, oxidative phosphorylation shows a compensatory decrease, which is not evident using standard FBA (Figure 6C). Interestingly, in FEM animals but not GEM, Metab_FBA predicts a sharp decline in TCA cycle total flux between days 4 and 5 (subsequently referred to as time frame “days 4-5”) and between days 5 and 10 (subsequently referred to as time frame “days 5-10”), and this sharp decrease in metabolic function is not predicted by standard FBA.

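At the transcript level, the mean of the 25 TCA genes in FEM animals was 11.83 ± 0.23 (SD, n = 2) at 117 h, 11.59 ± 0.02 (SD, n = 2) at 137 h, and 11.24 ± 0.03 (SD, n = 2) at 257 h. The change from day 4 to day 5 in FEM was -0.24 (limma's camera, adjusted p = 9.36e-06 by Benjamini-Hochberg over 13 set tests), with 23 of the 25 genes lower but none past the threshold on its own. Leaving out single libraries moved it between -0.40 and -0.08, as the 117 h libraries lay at 11.67 and 11.99. After quantile normalization it was -0.05 (limma's camera, adjusted p = 0.23), and with each library centered on its median -0.13 (adjusted p = 0.00145). The change from day 5 to day 10 in FEM was -0.34 (limma's camera, adjusted p = 0.000779 over 7 set tests), and with the correlation between the genes estimated from the data it did not pass the threshold. In GEM animals the mean was 11.91 ± 0.15 (SD, n = 2) at 117 h, 12.08 ± 0.12 (SD, n = 2) at 137 h, and 11.97 ± 0.04 (SD, n = 2) at 257 h. It changed by 0.17 from day 4 to day 5 and by -0.11 from day 5 to day 10 (limma's camera for the latter, adjusted p = 0.0362 over 13 set tests). Leaving out single libraries moved the latter change between -0.19 and -0.02. In limma's camera its adjusted p was 0.0528 with a mean deposited value of at least 3. It was 0.084 with each library centered on its median and 0.00284 after quantile normalization. The difference between the strains in the change from day 5 to day 10 was -0.24 (limma's camera, adjusted p = 0.0461). It was -0.02 (adjusted p = 0.853) after quantile normalization and -0.20 (adjusted p = 0.0481) with each library centered on its median. With a mean deposited value of at least 3 the adjusted p in limma's camera was 0.0885. From day 4 to day 5, 6 single genes of the 16925 tested passed the threshold in FEM and 0 in GEM, while 1099 and 1811 had an unadjusted p under 0.05. With the correlation between the genes estimated from the data, none of these set changes passed the threshold. The tests between days 4 and 5, those in GEM and those of the difference between the strains were added after the first results had been seen.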

**Figure 6:**
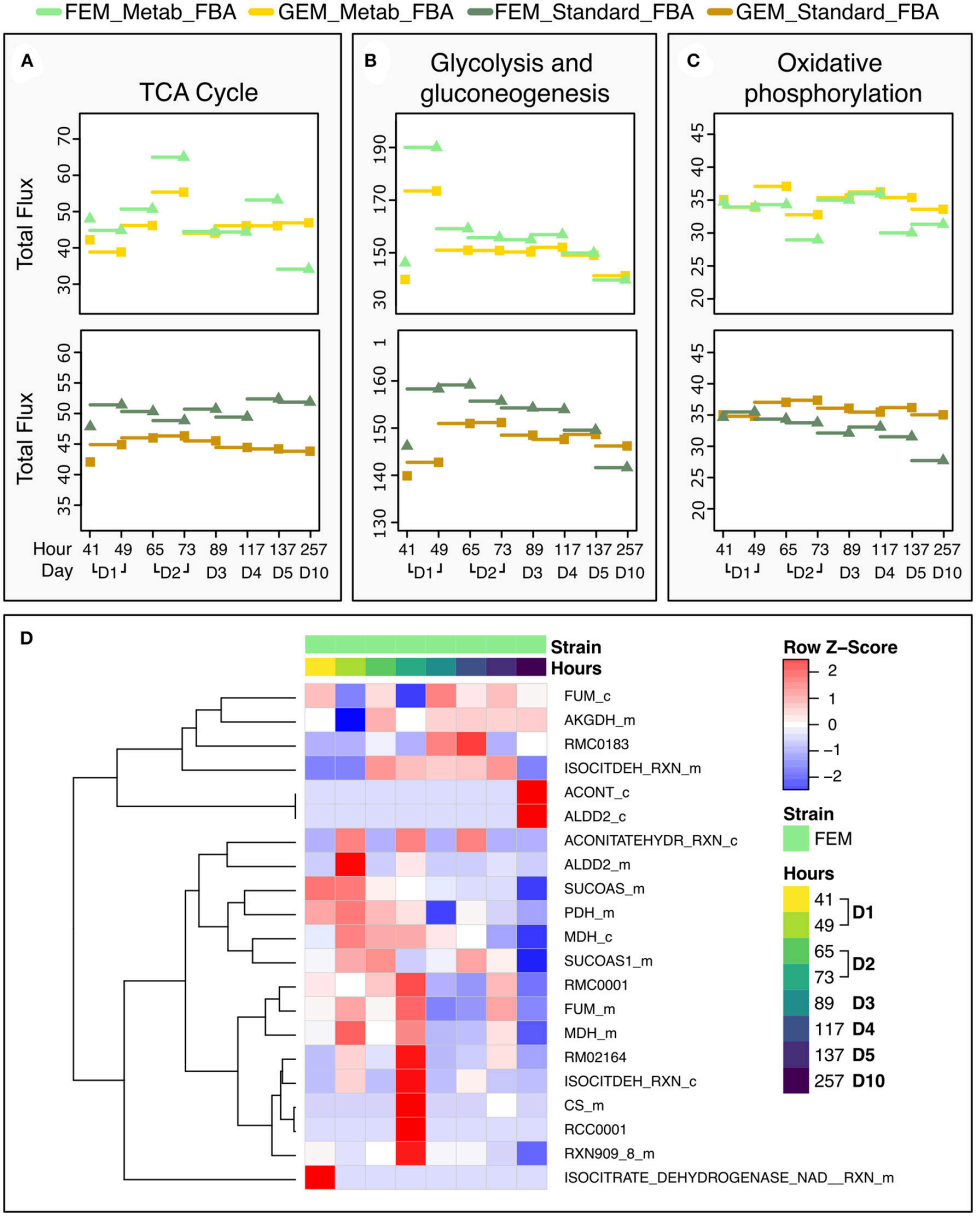
Dynamic changes in pathway fluxes over time. **(A–C)** Dynamic Changes in Fluxes as a function of age, grouped by pathways. These plots show the magnitude of summed flux values at different timeframes per strain and pathway for the TCA cycle **(A)**, glycolysis **(B)**, and oxidative phosphorylation **(C)**. As before, the fluxes are plotted against the timepoint that provided the transcriptomics data. Example the flux at 137 h is the flux computed for the timeframe between 117 and 137 h. **(D)** Heat Map of the Fluxes catalyzed by reactions related to the TCA cycle in FEM animals at day 1 (41 and 49 h), day 2 (65 and 72 h), day 3 (89 h), day 4 (117 h), day 5 (137 h), and day 10 (257 h). Note that time point 97 is not shown as there were no significant metabolic differences at that time point. Greater flux values are indicated in red, lower in blue. As the underlying model represents bidirectional reactions, in some cases, fluxes in the reverse direction are encoded by negative flux values. The heat map here shows the absolute magnitude of the fluxes; the direction of the fluxes and the reactions are given in Supplementary Tables 1, 7. All reactions and metabolites used by the WormJam model are provided in Supplementary Tables 12, 13.

As noted earlier, we noticed that GEM mutants were incompletely penetrant, thus some animals developed a rudimentary gonad and were able to produce progeny. To eliminate potential confounding effects of the small number of progenies, we focused our analysis primarily on FEM animals, which are 100% sterile. 

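In FEM animals between days 5 and 10, 21 of the 25 TCA transcripts fell, 8 of them past the threshold, and 4 rose, with *cts-1* past the threshold, while 17 fell after quantile normalization. *cts-1* changed by 0.58 (standard error 0.16, limma adjusted p = 0.0105). Among the falls, *mdh-1*, the cytosolic malate dehydrogenase on chromosome V from 6515283 to 6516526, changed by -0.58 (standard error 0.15, limma adjusted p = 0.00445). *mdh-2*, the mitochondrial malate dehydrogenase on chromosome III from 6606544 to 6608106, had a level of 13.16 in both day 5 libraries and of 12.91 ± 0.19 (SD, n = 2) at day 10, a change of -0.25 (standard error 0.20, limma adjusted p = 0.476) that was not separable from replicate error. *aco-2*, which shares 97 exonic bases with C06G4.4, changed by -0.61 in FEM (standard error 0.12, limma adjusted p = 0.000366). The adjusted p of *cts-1* lay between 0.00014 and 0.0748 over the processing alternatives, and that of *mdh-1* between 0.00454 and 0.12. The change of *aco-2* lay between -0.61 and -0.37 over these alternatives, with a limma adjusted p between 0.000441 and 0.0522.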

In line with our previous observation that Standard FBA does not accurately recapitulate *in vivo* measured fluxes (Figure S3B), we observed that Standard FBA predicted that most fluxes across the TCA cycle remained unchanged between days 5 and 10 (Figure 7A). However, we know this cannot be correct as we had demonstrated that many TCA-related metabolites change with age (Figure 4 and Figure S8). When we included our metabolomics data as part of the objective function, the model predicted a general decrease in fluxes through the TCA cycle in agreement with the measured changes in metabolites (Supplementary Table 10 and Figure S8). These improved predictions should thus provide more confident grounds for hypotheses surrounding metabolites that were not measured.

**Figure 7:**
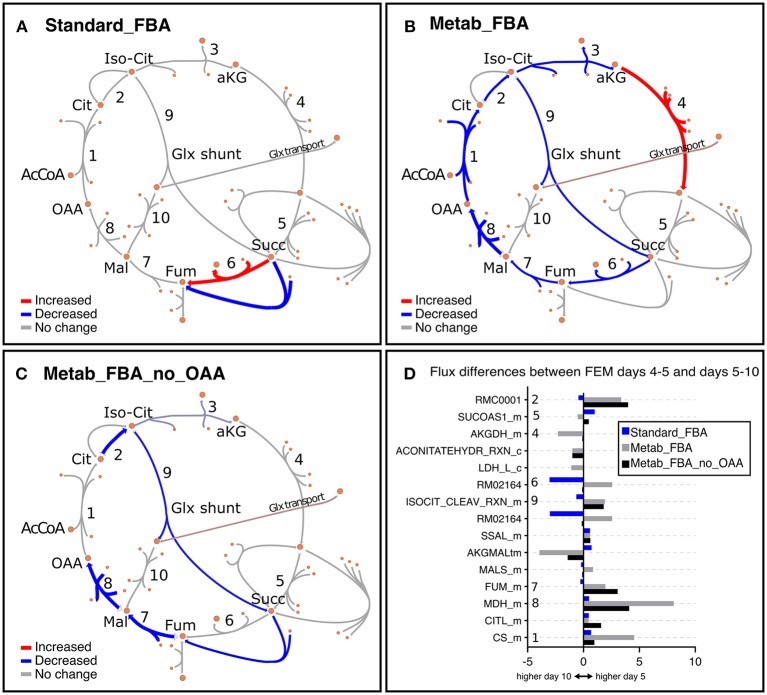
Representation of metabolic fluxes through the TCA cycle in FEM animals using three different objective functions. **(A–C)** TCA cycle reactions represented with the *Escher* tool (King et al., 2015) as a comparison between FEM data for the timeframes at days 4–5 (117–137 h) and days 5–10 (137–257 h) for FBA objective function variants Standard_FBA **(A)**, Metab_FBA **(B)**, and Metab_FBA_no_OAA **(C)**, which does not include **(A)** or includes information regarding all quantified metabolites **(B)** or all except oxaloacetate **(C)** in their respective objective functions. The maps have been colored in Inkscape and colors represent the difference in the fluxes between the two time points, where red is increased and blue is decreased. The weight of the arrows has been adjusted to indicate the magnitude of the change. **(D)** The differences between the two time frames are illustrated per reaction for each of the three FBA variants. The reaction identifiers from the WormJam model shown in **(D)** are illustrated in Figure 2A as follows: R_RMC0001: isocitrate hydro-lyase (reaction 1); R_ACONITATEHYDR_RXN_m: aconitase - isocitrate hydrolase (reaction 1a); RMC0001: Cytosolic isocitrate hydrolase (reaction 2) ; AKGDH_m: Mitochondrial 2-oxoglutarate dehydrogenase (reaction 3); RXN909_8_m: Mitochondrial succinate dehydrogenase (reaction 4); RM02164: Succinate:ubiqui oxidoreductase (reaction 5), FUM_m: Mitochondrial fumarate hydratase (reaction 6), MDH_m: Mitochondrial malate dehydrogenase (reaction 7), CITL_m: Citrate lyase (reaction 8), ISOCITDEH_RXN_m: Mitochondrial isocitrate dehydrogenase (reaction 9). The reactions represented in TCA diagrams have been labeled with appropriate numbers in the Y axis. All other reactions and metabolite identifiers are listed in Supplementary Table 10.

We looked into oxaloacetate in more detail because fluxes through this metabolite were predicted to be the most depressed with age. Metab_FBA predicted that fluxes through the reaction MDH_m, which represents the conversion of malate to oxaloacetate by malate dehydrogenase in the mitochondria, was dramatically reduced from days 4–5 and days 5–10 in FEM (reaction 8 in Figures 7B,D). At the same time, CS_m, which represents the conversion of oxaloacetate to citrate in the mitochondria, was also substantially reduced (reaction 1 in Figures 7B,D). To get a measure for the net production of oxaloacetate in the mitochondria, we calculated the difference between the sums of all mitochondrial oxaloacetate catabolic and anabolic reactions for each timeframe. This returned values of 7 on days 4–5 and 4 on days 5–10 (a 43% reduction) (Supplementary Table 10). Thus, the Metab_FBA model predicts that net production of oxaloacetate in the mitochondria drops after day 4. Although we did not provide specific instructions as to what solution to find, in this model the objective function contained the information that oxaloacetate levels dropped between these two timeframes. One possibility is that this predicted flux is based solely on the direct measurements of oxaloacetate, and if so, this may indicate that the inclusion of this information was disproportionately biasing the data. To rule this possibility out, we re-executed Metab_FBA without measurements for oxaloacetate, and termed this variant, Metab_FBA_no_OAA (Supplementary Table 8). In this model (Figures 7C,D), we found that fluxes through MHD_m (reaction 1 in Figure 7C) remained the most depressed from days 4–5 to days 5–10 and net production of oxaloacetate dropped by 25% (from an 8 on days 4–5 to 6 on days 5–10). This indicated that even without additional information for this specific metabolite, the model still correctly predicted a substantial drop in oxaloacetate production.

The striking difference in the fluxes within the TCA cycle affecting oxaloacetate between days 4–5 and 5–10 suggested that oxaloacetate may be a limiting metabolite when animals reach middle age. The accuracy of a model is generally tested by its ability to predict gene essentiality or metabolic functionalities (Opdam et al., 2017). In the case of aging animals, survival is a more appropriate phenotype to use for benchmarking purposes. We reasoned that if a metabolite becomes limiting with age, then supplementation of the metabolite in the diet should increase survival, or in other words, extend lifespan. Consistent with this prediction, while supplementation of most TCA metabolites either does not affect lifespan, or has only a small effect (Edwards et al., 2013, 2015), oxaloacetate extends lifespan by 25% and it depends on both AMP-activated protein kinase (AMPK) and insulin signaling (Williams et al., 2009). This illustrates how the new objective function in Metab_FBA outperforms a standard objective function based on growth by providing more accurate predictions about a key metabolite. The fact that oxaloacetate supplementation has been shown to have such an important impact on lifespan also indicates that dysfunctional mitochondria is not just a co-morbidity related to age deterioration, but rather that it is one of the drivers of the aging process.

The TCA cycle is a source of energy but it can also produce and consume amino acids such as glutamate and aspartate (reactions 10 and 11 in Figure S3A). We therefore hypothesized that the age-related disruption of the TCA cycle could account for alterations in these amino acids with age. Because we did not directly measure aspartate, we focused our analysis on glutamate, which significantly decreased with age (Figure 4). The fluxes through reactions that connect glutamate to the TCA cycle are listed in Supplementary Table 11. Fluxes predicted by standard FBA are either inactive or unchanged from days 5 and 10 in FEM animals (Figure 8), and therefore conventional FBA modeling does not account for our *in vivo* measurements of glutamate. 

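Of 13 genes for enzymes that connect glutamate to its neighbors, 12 fell and 1 rose in FEM animals from day 5 to day 10, and 1 of the falls passed the threshold. This was *gln-3*, a glutamine synthetase on chromosome IV of WBCel235 from 16167781 to 16170678, which changed by -1.62 (standard error 0.23, limma adjusted p = 1.84e-06). Glutamate dehydrogenase, *gdh-1* (chromosome IV from 11953249 to 11955541), changed by -0.40 (standard error 0.15, limma adjusted p = 0.069). The transcript that rose was *got-2.2*, an aspartate aminotransferase on chromosome X from 6240983 to 6242709, by 0.45 (standard error 0.17, limma adjusted p = 0.061). Neither of the latter passed the threshold with the deposited values, and each group held 2 libraries. The call of *got-2.2* depended on the scaling. Its rise passed after quantile normalization, at 0.60 (limma adjusted p = 0.0378), and with each library centered on its median. Over the processing alternatives the limma adjusted p lay between 0.0378 and 0.254.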

When using the modified objective function, Metab_FBA predicts that several fluxes that connect TCA metabolites with glutamate are substantially altered (Figure 8). First, although fluxes that lead to glutamate production in the cytosol remain unchanged (Figure 8A), all fluxes inside the mitochondria that contribute to production or consumption of glutamate were decreased (Figures 8B,C). To illustrate, the sum of total fluxes inside the mitochondria dropped from 3.4 to 1.8 according to Metab_FBA, whereas Standard FBA predicted a reduction from 0.47 to 0.33 from days 5 to 10 (Supplementary Table 11 and Figure 8D). To specifically rule out that the optimized objective function is not biasing the results by forcing fluxes through glutamate, we asked if the model arrives at a similar solution in the absence of direct prior information about glutamate. In this *in silico* experiment, fluxes were re-calculated using a modified objective function that included all measured metabolites except for glutamate (Metab_FBA_no_GLU, Supplementary Table 9). Eliminating this information, however, did not significantly change the overall results and predicted that the net fluxes through the mitochondria decrease from 3.4 to 2.7, which is a smaller reduction than Metab_FBA, but still much higher than standard FBA (Supplementary Table 11 and Figure 8), indicating that the model's predictive capacity is robust. Given that fluxes leading to catabolism of glutamate are predicted to sharply decrease with age, a plausible hypothesis is that depletion of glutamate in old animals is caused by a failure of the TCA cycle to replenish glutamate. This model is likely to be correct for two reasons. First, as pointed out earlier, the TCA cycle appears to be dysfunctional in old animals. Secondly, this prediction is consistent with fluxes measured *in vivo* using labeled carbon sources. Schrier Vergano et al. (2014) found that upon knock-down of components of ETC complexes I to IV as well as in TCA-cycle defective *idh-1* mutants, glutamate become depleted in worms (Figure S8), connecting a malfunctioning TCA cycle with cellular AAC content.

**Figure 8:**
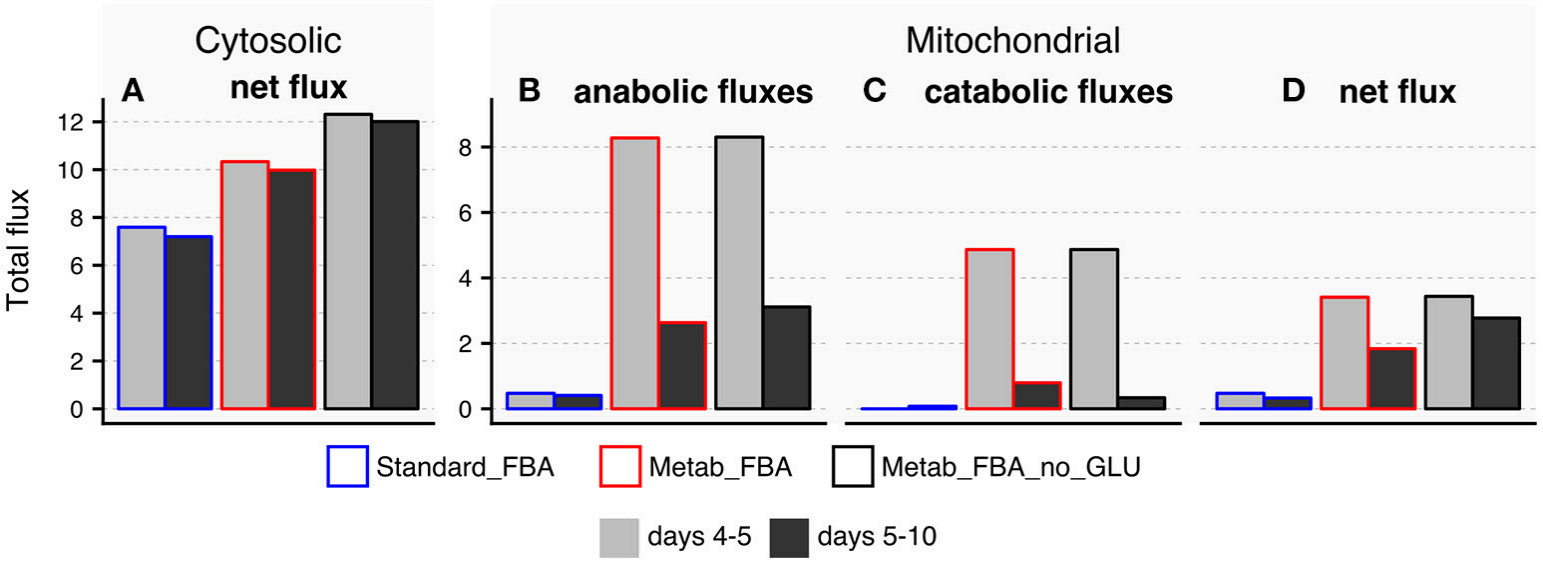
Predicted exchange fluxes for glutamate inside the mitochondria and cytosol by three different FBA models. All comparisons refer to reactions that connect glutamate to the TCA cycle in days 4–5 or days 5–10 FEM samples using three different FBA models: Metab_FBA, which includes information for all measured metabolites; Metab_FBA_no_GLU, which includes information for all measured metabolites except for glutamate; and Standard_FBA, which does not include metabolite measurement information. **(A)** Difference between cytosolic consumption and production. **(B)** Fluxes that produce glutamate within the mitochondria **(C)** Fluxes that consume glutamate inside the mitochondria **(D)** Difference between mitochondrial production and consumption per day per model. All data is available in Supplementary Table 11.

## Discussion

### Potential Drivers of the Differences in Sample Variability Between Metabolomics and Transcriptomics Data

One possible reason for the observed discrepancy in sample variability between transcriptomics and metabolomics (Figure 2) is that the targeted metabolomics assay we used covers a small subset of metabolites of central importance, which are therefore likely to be highly conserved across strains under similar environmental conditions. Conversely, transcriptomics samples thousands of transcripts and is therefore likely to be much more sensitive to strain-to-strain differences. We might thus hypothesize that the metabolomics data should show more between-strain differences if we had used an untargeted metabolomics assay in which the dataset comprised all metabolites. An alternative explanation is that the most important source of metabolites in worms is the intestine, whereas the germline may be depleted of metabolites but enriched in transcripts. Thus, the different germline composition of GEMs and FEMs may explain the divergent trajectories. However, we obtained similar results when we excluded genes shown to be enriched in the germline (data not shown), making this less likely. Finally, there are several layers of regulation upstream of metabolites and the misalignment between metabolomics, and transcriptomics may indicate an important layer of post-transcriptional control of metabolism.

### The Middle Age Switch to Produce Polyamines and Ketone Bodies May Be the Consequence of Reduced Food Intake With Age

We report for the first time a large increase in polyamines which happens after day 5 of adulthood. The levels of the metabolite spermidine were highly variable in our dataset and thus we could not detect a significant change in levels across time. However, as shown in Figure S7, spermidine synthase, which catalyzes the biosynthesis of spermidine, is upregulated. 

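Against day 1 the *spds-1* transcript was lower at day 10. Its level fell from 9.95 ± 0.08 (SD, n = 3) at 41 h to 8.27 at 117 h in FEM, where both libraries had the same value, and from 10.30 ± 0.13 (SD, n = 3) to 8.75 ± 0.13 (SD, n = 2) in GEM animals. The change from day 1 to day 10 over both strains was -1.24 (standard error 0.12, limma adjusted p = 4.53e-11). The exact two-sided permutation test within strains gave p = 0.0017, the smallest of 588 arrangements. The change was -0.91 (standard error 0.17, limma adjusted p = 3e-05) in FEM and -1.57 (standard error 0.17, limma adjusted p = 7.58e-10) in GEM. Over both strains the direction held in all fits that left out one library, which gave changes between -1.53 and -0.95. It also held across the processing alternatives, which gave -1.79 to -1.03. In FEM alone, leaving out one library gave changes between -1.50 and -0.33.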

Supplementation of putrescine and agmatine increases lifespan in worms by 10–20% (Edwards et al., 2015) whilst the role of cadaverine remains unexplored. Spermidine has been associated with lifespan extension by activating autophagy (Eisenberg et al., 2009; Minois, 2014). Autophagy is a well-described fasting response that recycles cellular components to restore the energy balance. It is interesting to note that the levels of 3-hydroxybutyric acid (3HBA) behave similarly to the polyamines. 3HBA is metabolized from ketogenic amino acids, and/or lipids and it is a component of ketone bodies, which supply energy during periods of fasting (Veech et al., 2017). This suggests that 10 day old animals have reduced food intake, perhaps as a consequence of well-described loss of pharyngeal pumping activity with age (Russell et al., 2017). At the same time, we observe significantly increased levels of spermidine precursors, thus, polyamine synthesis may be enhanced in day 10 animals so as to stimulate autophagy when nutrient availability from food intake becomes limiting. Autophagy can also mediate the conversion of intestinal biomass into yolk, causing documented early aging pathologies (Ezcurra et al., 2018). Therefore, autophagy can have positive and negative consequences for longevity. The seemingly contradictory nature of these two observations might be further clarified by gaining a deeper understanding of the underlying molecular mechanisms that trigger autophagy and the physiological contexts where it is used. A plausible scenario is that the increase in polyamines that may result from reduced food intake at day 10, may promote a switch in autophagy away from lipoprotein pool production into a survival strategy aimed at coping with malnutrition, which may be beneficial for survival.

### Limitations of Metab_FBA and Outlook

We have presented the first study of aging in normal-lived *C. elegans* to use FBA together with a time-resolved transcriptomics and metabolomics dataset. While we used existing strategies for the transcriptomics integration, the strategy we used to integrate the time-resolved metabolomics data with the objective function of the FBA is novel, and based on our case study of the TCA metabolism we have found that it yields results that are closer to the physiology than what is predicted with transcriptomics data alone.

An important limitation of our method is that incorporation of the metabolomics differences in the objective function without quantitative constraints may result in the model having too much freedom to optimize production or consumption of those specific metabolites and as a result may generate excessive fluxes, although in the right direction. For example, in Figures 6A,B, the model predicts peaks in fluxes through carbohydrate metabolism at 49 h and through the TCA cycle at 73 h. The use of neighboring time points rather than overall trends in metabolomics measurements to calculate differences for incorporation into the model may also lead to an increase in noise (Type 2 errors). To mitigate these problems, we might calculate a linear rate of change for metabolite level changes across a number of time points (as is done, for example, in Bordbar et al., 2017) and use those per-metabolite linear rates of change as constraints on the relevant reactions that are added to the objective function. We plan to test this combined approach in future work. Moreover, the set of metabolites available for the study was limited and may have introduced bias to the results. In future a more comprehensive, untargeted metabolomics assay might be used to obtain a whole-metabolome view on systemic changes due to aging.

Another limitation of our study is the incomplete state of annotation of the model of *C. elegans* metabolism. While the WormJam model represents the consensus of the knowledge represented across all the available published models, it is a work in progress and there are known problems which require further manual curation to resolve (Witting et al., 2018). For example, the annotation of worm-specific metabolites is poor, as is the annotation of pathways involving fatty acids and lipids.

We anticipate that other approaches to changing the objective function will also enhance the use of FBA for the study of aging in *C. elegans*, for example, the addition of *in vivo* measured oxygen consumption and total ATP production data at matching timepoints. We demonstrate that our method is able to accurately predict changes in metabolite levels for which no metabolite information is provided, thus with the addition of relatively easily obtainable data (e.g., metabolites for which good standards exist), our model may be used to predict system level metabolic shifts or changes in metabolites that are more difficult to quantify (i.e., those without appropriate standards).

### Our Data Reveals a Dramatic Drop in Mitochondrial Function With Age and our FBA Analysis Reveals Interconnected Consequences With Other Metabolic Functions

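Over all 9 time points, the 25 TCA transcripts had a mean slope of -0.30 per 100 h in a model with a term for strain (limma's camera, adjusted p = 7.7e-07 over 7 set tests). Without the 257 h libraries the slope was -0.48 per 100 h. With the correlation between the genes estimated from the data the adjusted p was 0.202, and 13 of 100 arrangements with hours exchanged within strains gave a set p as small. The mean change from day 1 to day 10 over both strains was -0.62 (limma's camera, adjusted p = 1.05e-06), where 19 of 100 splits of the 15 libraries gave a set p as small. In FEM animals this change was -1.23 (limma's camera, adjusted p = 1.77e-13 over 13 set tests), and it did not pass the threshold with the correlation between the genes estimated (limma's camera, adjusted p = 0.121). The group means in FEM were 12.29 at 41 h, 12.66 at 49 h, 12.24 ± 0.08 (SD, n = 2) at 65 h, 12.10 at 73 h, and 11.89 ± 0.06 (SD, n = 3) at 97 h, with an SD of 0.025 over the 3 libraries at each of 41, 49, and 73 h. In GEM animals the mean change was -0.0002, or -1.03 relative to the median change of all genes in that strain, with 11 transcripts lower and 14 higher. It depended on the scaling, at -0.90 with 20 transcripts lower after quantile normalization, and at -0.67 with 18 lower with each library centered on its median. The strains differed by -1.23 (limma's camera, adjusted p = 0.00601), and after quantile normalization by -0.15 (limma's camera, adjusted p = 0.373).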

Transcriptomics data indicates that the function of the TCA cycle is gradually reduced and there is a corresponding gradual decrease of mitochondrial oxygen consumption with age (Brys et al., 2010). The production of ATP in older animals has been determined to be 20% that of young adults (Braeckman et al., 2002). However, our metabolomics data shows that TCA intermediates are changed dramatically sometime after day 5 of adulthood (and after day 7, as observed in Gao et al., 2017a). It is not known, however, what triggers the loss of functionality of the mitochondria in normal lived animals with age, but it can be reversed by mutations in AMPK homolog *aak-2*, a master regulator of energy homeostasis (Weir et al., 2017). In *C. elegans*, mitochondrial fusion is necessary but not sufficient for longevity assurance, suggesting that energy must become limiting with age and that stable energy levels must be required to maintain energy consuming processes such as protein folding homeostasis (Chaudhari and Kipreos, 2018).

The mitochondrial free-radical theory of aging–which proposed that free radicals released by mitochondria are the drivers of aging–cannot be correct because removing radicals does not extend lifespan (Honda et al., 2008). Recently, an alternative idea has been proposed where free radicals cause local damage to the mitochondria, causing a drop in energy production (Chaudhari and Kipreos, 2018). Free reactive oxygen species (ROS) can also have a healthy hormetic effect on mitochondria (Ristow and Zarse, 2010) so for this theory to be correct, ROS action has to be threshold dependent. One potential explanation for our observations of the loss of TCA cycle function is that such a threshold has been crossed after day 7, precipitating the loss of mitochondrial function. In support of this hypothesis, we also observed a drop in aconitate levels, which is synthesized by aconitase. The activity of this enzyme is sensitive to ROS because it undergoes oxidative modification and inactivation during aging and in certain oxidative stress related disorders (Lushchak et al., 2014). Interestingly, we observed that aconitate levels drop earlier than oxaloacetate levels, suggesting that ROS may precipitate TCA cycle dysfunction. Another possible explanation for our observations is that altered mitochondrial dynamics cause local imbalances between the levels of substrates and products, which could initiate aberrant feedback loops or reduce enzyme efficiency. A completely different explanation is that by day 10 many of the described comorbid pathologies have already reached their maximum levels (Ezcurra et al., 2018) pushing the limits of the system into collapse. 

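The 50 genes for subunits and assembly factors of oxidative phosphorylation changed by a mean of -0.11 from day 5 to day 10 over both strains (limma's camera, adjusted p = 0.0311 over 7 set tests). Of these, 36 fell and 13 rose, with 6 falls and 1 rise past the threshold, and 29 fell with each library centered on its median. The result was near the limit of the test, since limma's adjusted p was 0.0672 with a stricter filter, 0.0604 with libraries centered on their median, and 0.567 with the correlation between the genes estimated from the data. As many as 4 of the 34 splits of the 8 libraries gave a p as small as the real one. By strain, the set changed by -0.20 in FEM and -0.02 in GEM animals over these days. In FEM animals the set mean was 12.59 ± 0.06 (SD, n = 3) at 41 h, 12.84 ± 0.03 (SD, n = 3) at 49 h, 11.51 ± 0.03 (SD, n = 2) at 137 h, and 11.31 ± 0.03 (SD, n = 2) at 257 h. In GEM animals it was 12.09 ± 0.01 (SD, n = 3), 11.84 ± 0.14 (SD, n = 2), 12.01 ± 0.07 (SD, n = 2), and 11.99 ± 0.03 (SD, n = 2) at the same ages. From day 1 to day 10 the mean change over both strains was -0.69 (limma's camera, adjusted p = 3.46e-13), and 16 of 100 splits of the 15 libraries gave a p as small. This mean joins a change of -1.41 in FEM with one of 0.03 in GEM, or of -1.67 and -1.004 relative to the median change of all genes in each strain. Glycolysis genes, 19 in number, changed by -0.18 from day 5 to day 10 (limma's camera, adjusted p = 0.00639), and 5 of 34 splits gave a p as small. Their change was -0.37 in FEM and 0.01 in GEM animals.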

Because the collapse of mitochondrial function is evident in the metabolomics data and not in transcriptomics, a post-transcriptional switch may be required. The addition of proteomics data would help to address this question, and is indicated for future work.

Overall, we observe that the use of FBA with metabolomics as part of the objective function provided accurate predictions with regards to the most affected reactions of the TCA cycle with age. Specifically, using the combined objective function accurately predicted that oxaloacetate is the metabolite that becomes most limiting with age, a prediction that matches the observation that it is the single most effective TCA cycle intermediate in extending lifespan upon supplementation (Williams et al., 2009). Oxaloacetate supplementation elevates the levels of NAD+ and restores redox balance, acting through sirtuins and AMPK (Roth and Ingram, 2016). In mouse models of stroke, oxaloacetate administration has been reported to reduce neural damage and traumatic brain injury (Roth and Ingram, 2016). Although the role of oxaloacetate as a healthspan modulator requires more scrutiny, a product containing oxaloacetate is already marketed for human consumption (www.benegene.com). There are also NAD+ synthesis stimulation therapies being marketed for human consumption (e.g., Basis by Elysium). Our model also predicts that the TCA cycle can have an impact on the fluxes of amino acids such as glutamate. Other more extensive predictions that relate the TCA cycle to lipid metabolism will be possible when the metabolic reconstruction model becomes extensively annotated for these pathways.

## Author Contributions

OC and JH designed the study. JH, JP, BV, and OC performed the analyses. AM, BV, and SM performed experiments. BV, SM, and AM arranged the Figures. JH and OC wrote the manuscript and all authors contributed to editing.

### Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

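RNA from whole adult worms of the conditionally sterile strains FEM and GEM was sequenced in 45 libraries, 23 from FEM and 22 from GEM animals, at 9 time points from 41 to 257 h post feeding. Each of the 18 groups of one strain and age held 2 or 3 libraries. Strain and age were taken from the sample labels, which match the time points in the paper's methods, and no column was left unmapped (0).

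The authors trimmed the reads, mapped them to WBCel235 with HISAT2 as non-directional single-end reads, and counted the reads that overlapped a gene exactly, with isoforms merged, in SeqMonk. The authors normalized the counts with DESeq2 and log-transformed them. The authors deposited natural log values of the normalized count plus 1 for 25985 genes, rounded to 2 decimals. The text of the methods does not name the base of the logarithm, which was read from the values: as natural logarithms, 97.65 to 100% of the low values of a library were whole multiples of a single step. The tests had been laid out for log2 values, so the deposited values were divided by the natural logarithm of 2, and filters were applied to the values as deposited. Reads were counted without regard to strand, so overlapping genes and near-identical copies can share reads. The file holds 11 names that look like dates, an effect of spreadsheet software, and these were left as they are.

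The depth of a library was estimated from the step that 1 read contributes. It ranged from 12807209 to 43266675 reads assigned to genes, and 16670 to 20163 genes were detected per library. A read corresponded to a normalized count of 0.411 to 1.908. Because the values were rounded to 2 decimals, whole reads cannot be recovered for highly expressed genes, and tests for counts were not used.

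Differential expression was tested with limma 3.58.1 in R 4.3.3 in one model with a mean for each of the 18 groups, contrasts between groups, and empirical Bayes moderation with a trend. The 16925 genes with a mean deposited value of at least 1 were tested, with Benjamini-Hochberg adjustment and a threshold of 0.05. Comparisons were made between the strains over the 9 time points, between days 10 and 5, and between days 10 and 1, in both strains and in each alone, and between the strains in these changes. Gene sets were tested with limma's camera at an inter-gene correlation of 0.01. They held 25 TCA cycle, 50 oxidative phosphorylation, and 19 glycolysis genes, and 11, 4, and 13 genes around succinate, polyamines, and glutamate were examined gene by gene. The set tests laid out in advance numbered 7, and those added later brought the number to 13. Both families were adjusted by the Benjamini-Hochberg method, the larger one after results had been seen. Single values were tested by exact permutation within strains. The test of the difference between the strains in the change of a marker or gene set exchanged strain labels within each age. The values were first aligned on the strain means, and this replaced the exact test that had been foreseen.

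Distances between libraries were 1 minus the Pearson correlation over all genes. Shares of strain and age were computed by permutational multivariate analysis of variance with 100000 permutations, of strain within time points and of age within strains. Principal components were computed on 24346 genes scaled to the same variance. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0, and matplotlib 3.10.9. Gene positions are those of Ensembl release 115 on WBCel235, to which 23897 of the names in the file were matched. All 121 members of the gene sets were in the file.

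The procedures were tested on simulated data. Among 16925 simulated genes with 200 changed, 138 changed genes and 7 others were called for day 10 against day 5, 162 and 10 for day 10 against day 1, and 140 and 11 for the difference between strains. Without any change at most 1 gene was called, and 4 of 200 gene sets without change had a p under 0.05 in limma's camera. The simulated genes varied independently, so this does not test the set p for genes that vary together. In 4 of 4 simulations the distance procedure met preset limits on the permutation p or on the order of the shares. The size of the shares was not checked.

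The alternatives tried were no filter and a mean of at least 3, quantile normalization, centering each library on its median, a pseudocount of 8 in place of 1, moderation without a trend, a fit to only the groups compared, camera with the correlation estimated from the data, a wider set of 35 TCA genes, day 1 as 41 h or 49 h only, and leaving out each library in turn. For distances and principal components they were other gene filters, the 1500 metabolic model genes, Spearman correlation, scaling or centering of the genes, and leaving out the 257 h libraries. Genes named in the text are, by a rule set in advance, those the paper names, the members of the TCA, succinate, polyamine, and glutamate sets, the genes that define the strains, the marker genes, and in each comparison across all genes the 5 largest rises and the 5 largest falls past the threshold in the same direction in both strains, or at all 9 time points for the strain comparison. Of the set members, those printed one by one were picked after their values had been seen. The metabolomics measurements and the flux balance models were not analysed here.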

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

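The tests of the oocyte markers after quantile normalization and of the embryo markers were chosen only after the result was seen. So were the comparisons of the TCA set and of the oocyte markers between the strains, that of sperm markers and *gem-1* at 65 and 73 h, and the test that takes the library median off the oocyte and TCA levels. The other tests in this part, and the rule for naming genes, were set before the data were examined or before the result they measure was seen.

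The change from day 5 to day 10 differed between FEM and GEM animals for 636 of 16925 genes (limma with Benjamini-Hochberg adjustment), while 2965 had an unadjusted p under 0.05. The paper does not report this comparison. The change was higher in FEM for 161 genes and lower for 475, a share of 25.3% higher that became 50.3% after quantile normalization and 32.1% with each library centered on its median, so the direction of the calls depends on the scaling. Of the 636 genes, 519 (81.6%) kept their call after quantile normalization, so the normalization does not account for the calls as a whole. Each group held 2 libraries, too few for a count over other splits, and sequencing batches are not given, so a difference between batches was not tested and cannot be excluded.

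Among the enzymes of the polyamine and glutamate sets, the change in FEM minus that in GEM was 1.197 for *odc-1*, -1.78 for *smd-1*, and 0.87 for *got-2.2*. The limma adjusted p was 0.0182 for *odc-1* (0.0128 to 0.0894 over the alternatives), 0.0108 for *smd-1* (0.00732 to 0.059), and 0.0339 for *got-2.2* (0.0251 to 0.153). All 3 calls were lost when only the groups compared entered the fit. That of *odc-1* was also lost after quantile normalization, and that of *got-2.2* with libraries centered on their median.

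Among genes past the threshold that changed in the same direction in both strains, the largest differences in this change toward FEM were those of C27H5.6 (6.94), *fbxa-181* (5.07), Y46H3A.5 (4.97), Y60C6A.2 (4.23), and T14E8.4 (4.05), and toward GEM those of C17H12.6 (-4.57), *nlp-39* (-3.97), *far-3* (-3.95), *str-7* (-3.90), and F01D5.2 (-3.48). Genes that moved in opposite directions in the strains are left out by this rule. Standard errors ranged from 0.566 to 1.356 and limma adjusted p from 1.72e-05 to 0.0459. The adjusted p of *nlp-39* ranged from 0.00553 to 0.0564 over the alternatives. *fbxa-181* was listed at 0 in both FEM libraries at day 5, and Y60C6A.2 in 1 of the libraries compared, so their sizes depend on the pseudocount. Over the alternatives the difference ranged from 2.36 to 5.11 for *fbxa-181* and from 1.97 to 4.26 for Y60C6A.2. *fbxa-181* and *str-7* belong to large gene families whose members can share reads. No biological explanation was tested for these genes.

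The mean of the 25 TCA genes changed less in GEM than in FEM animals. From day 1 to day 10, 9 falls and 11 rises passed the threshold in GEM, against 22 falls and 0 rises in FEM. Opposite changes thus cancel in the GEM mean, although after quantile normalization the GEM counts were 18 falls and 4 rises. The FEM minus GEM difference of the set mean was -0.24 from day 5 to day 10 and -1.23 from day 1 to day 10. With the median of all genes taken off each library, the latter was -0.61, with a two-sided permutation p of 0.000833 over 1200 arrangements, the smallest they can give. By this test the normalization does not fully account for the difference. It nevertheless depends on the scaling, since limma's camera gave an adjusted p of 0.106 with libraries centered on their median and, with a difference of -0.15, 0.373 after quantile normalization, in a range of 0.00601 to 0.435 over the settings adjusted in this way. Depth did not follow the set mean within groups (r = -0.095, permutation p = 0.645, rho = -0.058, permutation p = 0.754, adjusted p of r 0.66, 45 libraries, r = -0.081 without 2). Within GEM time points a library's oocyte marker level and its TCA level deviated together (r = 0.728, permutation p = 0.00268, rho = 0.721, permutation p = 0.00337, adjusted p of r 0.00804 over 3 relations, 22 libraries, r = 0.659 without the 2 farthest). The oocyte level also went with the median of all genes tested (r = 0.821, permutation p = 0.00197, rho = 0.788, permutation p = 0.0039, adjusted p of r 0.00804 over 6 relations, r = 0.726 without 2). With this median taken off both levels the relation was gone (r = 0.017, permutation p = 0.961, rho = 0.056, permutation p = 0.863, adjusted p of r 0.961, r = -0.276 without 2), and with it taken off the TCA level alone it was gone as well (r = -0.04, permutation p = 0.912, rho = -0.007, permutation p = 0.983, adjusted p of r 0.961, r = -0.057 without 2). The scaling of the libraries could produce the relation, but RNA from a growing germline could also raise the median, and taking the median off would then remove that signal too. The tests do not separate these explanations, and how far either accounts for the difference between the strains is left open.

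The 11 oocyte markers rose from day 1 to day 10 by 8.69 in GEM and 0.49 in FEM animals, a difference of 8.21. After quantile normalization it was 6.98, so the normalization does not account for it. The marker level did not follow the estimated reads within GEM time points (r = 0.142, permutation p = 0.66, rho = 0.121, permutation p = 0.697, adjusted p of r 0.66, 22 libraries, r = 0.061 without 2). Embryo markers rose in GEM by 2.11, less than the oocyte markers. They lay near the floor of the scale, at 0.27 at 41 h, where changes are understated, so this comparison does not rule out RNA from embryos. By oocyte markers alone, a library of the wrong strain was not excluded at 2 time points from 65 h on, since at 65 h and 73 h the GEM libraries ranged over 1.54 and 1.25, more than the smallest gap to a FEM library (0.346 and 1.09). Other transcripts exclude it there. The sperm markers other than major sperm proteins lay between 5.03 and 6.43 in the GEM libraries of these ages and between 11.63 and 11.88 in the FEM libraries, and *gem-1* was at most 7.53 in GEM and at least 8.71 in FEM. From 89 h on the gap of the oocyte markers exceeded the range at each of the 5 time points. The rise may reflect oocyte growth in GEM animals, a hypothesis found and tested on the same data, and it cannot be told apart from RNA of embryos.

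The paper's text names none of the 10 genes with the largest changes from day 5 to day 10 over both strains among those past the threshold and changed in the same direction in both. These were rises of C27H5.6 (5.24), *cpr-2* (4.61), Y39H10A.1 (3.93), *spp-20* (3.77), and *str-112* (3.65) and falls of *ilys-5* (-4.67), *col-93* (-4.67), *col-43* (-4.56), C05E11.15 (-4.55), and *acdh-1* (-4.40). Standard errors ranged from 0.354 to 0.793 and limma adjusted p from 1.02e-11 to 6.72e-05. C05E11.15 was listed at 0 in 1 of the 4 day 10 libraries. Leaving out single libraries moved *col-93* and *acdh-1* most, between -6.28 and -3.05 and between -5.96 and -2.85. Among the 34 splits of the 8 libraries 1, the real one, gave as many genes past the threshold, 1894 in a fit to these libraries against at most 3 in any other. Of the 10 genes, 0 lost the threshold or direction under quantile normalization, centering, or the larger pseudocount, but genes picked for their size could hardly do so, and the test leaves the normalization open.

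Within the same limits, the largest rises from day 1 to day 10 were those of C18D11.6 (10.77), *spp-9* (10.19), F48C1.9 (9.74), *cnc-6* (9.25), and F20E11.17 (9.21). The largest falls were those of *col-93* (-10.67), *col-92* (-10.43), *col-39* (-10.30), *col-73* (-10.09), and *col-159* (-10.03), so that 5 of 5 were collagens, a family with similar members that can share reads. The paper places 41 h at the close of the molt from L4 to adult. Changes from day 1 can therefore include the end of development as well as aging, which was not tested. Standard errors ranged from 0.436 to 1.293 and limma adjusted p from 3.89e-19 to 1.66e-08. The rising genes were listed at 0 in 8, 9, 5, 7, and 9 of the 11 day 1 libraries, in the order above, and *col-92* in 3 of the 4 day 10 libraries, so these sizes depend on the pseudocount. The real split alone, 1 of 100 drawn, gave as many genes past the threshold, 10988 against at most 7361. As before, 0 of the 10 genes lost the threshold or direction, which leaves the normalization open for the same reason.

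Between the strains, among genes past the threshold with the same direction at all 9 time points, the largest differences toward FEM were those of *nspa-7* (8.15), *msd-3* (7.77), *msp-63* (7.61), F49B2.9 (7.59), and Y59E9AL.2 (7.52), and toward GEM those of *ttx-3* (-6.96), Y41C4A.17 (-5.40), *dod-24* (-4.81), *clec-3* (-4.11), and *asp-14* (-3.96). Standard errors ranged from 0.153 to 0.264 and limma adjusted p from 2.15e-30 to 2.01e-17. Listed at 0 were *nspa-7* in 18, *msd-3* in 20, *msp-63* in 4, F49B2.9 in 14, and Y59E9AL.2 in 1 of the 22 GEM libraries, and Y41C4A.17 in 20 and *clec-3* in 5 of the 23 FEM libraries. Reads of *nspa-7* and *msp-63* can belong to other members of their families. With strain labels exchanged within time points, 1 of 100 arrangements, the real one, gave as many genes, 9126 against 0 in any other, whose median was also 0. No technical explanation was tested for these genes one by one.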

How the results depend on the processing

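Counts of genes past the threshold ranged from 9781 to 15255 between the strains, from 3031 to 4081 between days 10 and 5 over both strains, and from 11399 to 15403 between days 10 and 1. They stayed within 1.5 times the values given, and across fits that each left out one library they ranged from 11498 to 11897, 2204 to 3178, and 12680 to 13406. The change between days 10 and 5 differed between the strains for 1055 genes after quantile normalization and 1194 with the larger pseudocount. When only the groups compared entered the fit, 1813 genes changed in FEM and 130 in GEM between these days. For the changes within one strain and for the difference between strains, leaving out a library leaves a group of 1, and no counts are given. The strain comparison uses all groups, so a fit to only the groups compared was not run. No paired analysis was possible because the labels carry no replicate numbers.

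The scaling decides the direction of many calls. Of the genes past the threshold, the share that was higher at day 10 than at day 5 over both strains was 42.5%, against 51.2% after quantile normalization and 56.5% with libraries centered on their median. In FEM the shares were 39.45%, 53.7%, and 51.1%, and in GEM 43.4%, 43.35%, and 55.1%. Between days 1 and 10 they were 71.5%, 56.2%, and 62%, and between the strains the share higher in FEM was 44.6%, 25.7%, and 18.4%. The median change of all genes was 0.74 from day 1 to day 10, 0.18 after quantile normalization, and 0.38 with centering. For the strains it was -0.08, -0.45, and -0.69.

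Quantile normalization reversed the change of *cts-1* from day 1 to day 10, to 0.19 (limma adjusted p = 0.0497), and its change from day 5 to day 10 in GEM, to -0.0013 (limma adjusted p = 0.999). It weakened the TCA set from day 4 to day 5 in FEM to -0.0503, and the difference between the strains to -0.0188 from day 5 to day 10 and -0.15 from day 1 to day 10. The oocyte difference moved to 6.98. Centering libraries on their median gave -0.48 for *cts-1* from day 1 to day 10, now past the threshold (limma adjusted p = 1.98e-05). The oxidative phosphorylation set from day 5 to day 10 became -0.0459, the TCA set in GEM -0.0626, the difference between the strains from day 1 to day 10 -0.61, and the oocyte difference 7.59, the sets no longer past the threshold. A mean of at least 3 left the oxidative phosphorylation set at -0.11 and the TCA difference between strains from day 5 to day 10 at -0.24, both weaker. The TCA set in GEM from day 5 to day 10, at -0.11, also lost its call with this filter (limma's camera, adjusted p = 0.0528). The cause of these changes was not tested.

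With the correlation between genes estimated from the data, the set means cannot move, and 12 of the 13 set tests did not pass an unadjusted threshold. From day 5 to day 10 these were the TCA set at -0.22 in both strains, -0.34 in FEM, -0.11 in GEM, and -0.24 between the strains, oxidative phosphorylation at -0.11, and glycolysis at -0.18. Between days 1 and 10 they were the TCA set at -0.62 in both strains, -0.0002 in GEM, and -1.23 between the strains, and oxidative phosphorylation at -0.69. The others were the TCA set from day 4 to day 5 in FEM at -0.24 and its slope with age at -0.30. The change in FEM from day 1 to day 10 passed unadjusted and had an adjusted p of 0.121 in limma's camera.

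Other splits of the libraries bear on the same sets. A set p as small as the real one came from 4 of 34 splits for TCA, 4 of 34 for oxidative phosphorylation, and 5 of 34 for glycolysis from day 5 to day 10, from 19 of 100 and 16 of 100 for TCA and oxidative phosphorylation from day 1 to day 10, and from 13 of 100 arrangements of hours within strains for the slope. By this measure none of these 6 results is separated from an arbitrary division of the libraries at a share of 0.05. The other set results, for changes within one strain and between the strains, compare groups of which the smaller holds 2 libraries, and no splits were counted for them.

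The TCA set in GEM from day 1 to day 10, at -0.0002, moved most with the scaling, to -0.90 after quantile normalization (adjusted p = 0.00284 in limma's camera over 13 set tests) and -0.67 with libraries centered on their median (adjusted p = 0.00161), in a range of 0.00161 to 0.515 over the settings adjusted in this way. It changed sign with the wider set (0.29) and with day 1 as 49 h only (0.15). With day 1 as 41 h only, *cts-1* changed by -0.23 to pass the threshold (limma adjusted p = 0.0492), and the TCA difference between the strains was -0.89, no longer past it. The cause was not tested.

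Across fits that each left out one library, the TCA set ranged from -0.031 to 0.030 from day 1 to day 10 in GEM and from -0.40 to -0.0791 from day 4 to day 5 in FEM. The oxidative phosphorylation set ranged from -0.13 to -0.0831 from day 5 to day 10, losing its call in 3 of 8 fits. Over the same days *cts-1* ranged from 0.29 to 0.39, losing its call in 7 of 8 fits, and *spds-1* from -0.0289 to 0.56.

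The same-age minus same-strain distance kept its sign, at 0.130 with genes of mean at least 1, 0.239 with mean at least 5, 0.0562 with model genes, 0.0477 with Spearman correlation, 0.236 with genes scaled, and 0.0588 without the 257 h libraries. Age had the larger share of squared distances when genes were scaled. Among the other results for single genes and components, 33 moved, 15 became weaker, 2 stronger, and 438 stayed the same outside the fits that left out a library, within which 51 moved, 4 became weaker, and 1246 stayed the same.

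Depth limits weakly expressed genes, since a read was worth 0.411 to 1.908 normalized counts, and the pseudocount of 1 understates their changes. Groups of 2 and 3 libraries are too small to test a single library as an outlier.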

Differences from the paper's values

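None of the distances, shares of variance, and group means of *spds-1*, *cts-1*, *idh-1*, *idh-2*, and *mdh-2* set beside the paper's met the criteria for a difference. The paper's full table of model genes is treated in the last paragraph of this part. Values read by eye from Fig. 2 are set beside those computed. The peak of the distance distribution was 0.0140 for replicates against the paper's about 0.018, 0.0841 for libraries of the same age against about 0.085, and 0.0206 for libraries of the same strain against about 0.023. The first principal component held 26.7% of the variance against the paper's about 29% in Fig. 2, and the second 16.2% against about 21%. Among the alternatives set before the data were examined, genes with a mean of at least 1 gave 20.8% for the second but 35.6% for the first. Of those chosen after seeing the values, a mean above 2 gave 20.95% and back-transformed values with a mean of at least 1 gave 21.1% for the second, with 37.7% and 35.2% for the first. None of the settings tried reached both of the paper's values.

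The paper states that spermidine synthase rises in day 10 animals. Its text does not name the age or strain compared, so the values below do not settle whether they differ from the paper's. Its gene, *spds-1*, changed by -1.24 from day 1 to day 10 and by 0.26 from day 5 to day 10 over both strains, the latter not past the threshold (limma, adjusted p = 0.238). In FEM alone it rose by 0.66 from day 5 to day 10 and passed the threshold (limma, adjusted p = 0.0232, with 0.00318 to 0.302 over the alternatives). The rise over both strains passed when the FEM library at 257 h with the lower level was left out, at 0.56 (limma, adjusted p = 0.000595), and the change was -0.03 when the other was left out.

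The paper describes the strains as divided on both of the leading components. Over all ages, strain made up 0.34% of the variance of the first component and 82.35% of the second. At single ages the strains were also apart on the first component, with every FEM library above every GEM library at 41 to 73 h and below at 117 to 257 h, and these opposite directions cancel in the share over all ages.

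The paper names citrate synthase as the exception among TCA enzymes whose transcripts fall with age, without naming the ages compared. *cts-1* rose by 0.34 from day 5 to day 10 (limma, adjusted p = 0.0347), whereas from day 1 to day 10 it changed by -0.12, not past the threshold, and by 0.19 after quantile normalization. Over that longer interval, 4 of the 25 TCA transcripts rose past the threshold.

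The paper's table of group means for the model genes was equal to the means of the deposited values in 13 groups and not in 5. In these 5, the means of 1269 (GEM at 117 h) to 1456 (FEM at 65 h) of the 1500 genes differed, by up to 2.16 on the natural-log scale for FEM at 65 h, 1.26 for FEM at 137 h, 0.81 for FEM at 117 h, 0.78 for GEM at 137 h, and 0.69 for GEM at 117 h. The number of genes below 1 was 52 against 51 from the paper's table for FEM at 65 h, 55 against the paper's 52 for FEM at 117 h, 51 against 49 for FEM at 137 h, 56 against 53 for GEM at 117 h, and 53 against 52 for GEM at 137 h.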

Other observations

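The test of depth for the FEM 97 h library, and the comparisons with other libraries below it, were chosen only after the result was seen. One of the 3 FEM libraries at 97 h had 19715 genes detected, against 17151 and 17326 in its replicates. Of 18 deeper libraries, 1 had as many genes detected (20163) and the rest had fewer, among them libraries of 40478854 and 40382612 reads with 19012 and 18619 genes against 22593959 reads in this one, so depth alone does not account for the number. Of 1059 piRNA genes, which libraries of polyadenylated RNA seldom contain, 31.82% were detected in it against 25.97% and 27.29% in its replicates, and of protein-coding genes 91.4% against 81.2% and 81.8%. A FEM library at 89 h of 23391707 reads detected 31.73% of the piRNA genes with 84.1% of the protein-coding genes, so the share of piRNA genes is not high for the depth and low-level reads spread over such genes do not account for the number. One FEM library at 41 h also had more genes detected than its replicates, 19161 from 13506559 reads against 17963 and 18053 from 25143321 and 23532019 reads. It detected 89.3% of the protein-coding genes against 83.9% and 84.3%, but 24.9% of the piRNA genes against 31.73% and 31.35%. None of the explanations tested accounts for these libraries, and no biological explanation was tested.

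Marker genes of other tissues were averaged in the same way. The mean level of the 6 yolk protein genes rose from 13.15 at 41 h to 17.83 at 49 h and 18.63 at 73 h in FEM, and from 9.71 to 15.78 and 18.01 in GEM, and stood at 14.05 in FEM and 14.62 in GEM at 257 h. The change from day 1 to day 10, -1.44 in FEM and 1.87 in GEM, takes day 1 as the mean of 41 and 49 h, and against 49 h alone the level at 257 h was lower in both strains. The 3 body wall muscle genes changed by -3.44 and -2.87. The difference between the strains in these changes was not tested.

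The rule for naming genes also covers the changes from day 5 to day 10 within one strain, again among genes past the threshold in that strain that changed in the same direction in both. In FEM the rises were C27H5.6 (8.71), Y46H3A.5 (5.98), and *cpr-2* (5.43), and *fbxa-181* and H02F09.2 were listed at 0 in both libraries at day 5. The falls were C05E11.15 (-5.21), F55G11.4 (-5.04), 21ur-15387 (-5.01), F01D5.2 (-4.86), and *col-43* (-4.83). 21ur-15387 (chromosome IV from 12974403 to 12974423) lies within F55G11.4 (from 12973624 to 12975603), so their values may rest on the same reads. C05E11.15 was listed at 0 in 1 of the 2 FEM libraries at day 10. In GEM the rises were Y39H10A.1 (3.91), *ins-20* (3.88), *cpr-2* (3.78), and F40G12.5 (3.64), with *srd-28* listed at 0 at day 5. The falls were *col-93* (-6.58), *ilys-5* (-5.76), *col-20* (-5.71), and *col-159* (-5.30), with *col-92* listed at 0 at day 10. Limma adjusted p ranged from 6.18e-11 to 0.00453 in FEM and from 3.03e-09 to 0.0305 in GEM.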
